# Expression of long non‐coding RNA ENSG00000226738 (LncKLHDC7B) is enriched in the immunomodulatory triple‐negative breast cancer subtype and its alteration promotes cell migration, invasion, and resistance to cell death

**DOI:** 10.1002/1878-0261.12446

**Published:** 2019-02-09

**Authors:** Fredy Omar Beltrán‐Anaya, Sandra Romero‐Córdoba, Rosa Rebollar‐Vega, Oscar Arrieta, Verónica Bautista‐Piña, Carlos Dominguez‐Reyes, Felipe Villegas‐Carlos, Alberto Tenorio‐Torres, Luis Alfaro‐Riuz, Silvia Jiménez‐Morales, Alberto Cedro‐Tanda, Magdalena Ríos‐Romero, Juan Pablo Reyes‐Grajeda, Elda Tagliabue, Marilena V. Iorio, Alfredo Hidalgo‐Miranda

**Keywords:** *ENSG00000226738*, invasion, LncKLHDC7B, long non‐coding RNA, migration, triple‐negative breast cancer

## Abstract

Triple negative breast cancer (TNBC) represents an aggressive phenotype with poor prognosis compared with ER, PR, and HER2‐positive tumors. TNBC is a heterogeneous disease, and gene expression analysis has identified seven molecular subtypes. Accumulating evidence demonstrates that long non‐coding RNA (lncRNA) are involved in regulation of gene expression and cancer biology, contributing to essential cancer cell functions. In this study, we analyzed the expression profile of lncRNA in TNBC subtypes from 156 TNBC samples, and then characterized the functional role of *LncKLHDC7B* (*ENSG00000226738*). A total of 710 lncRNA were found to be differentially expressed between TNBC subtypes, and a subset of these altered lncRNA were independently validated. We discovered that *LncKLHDC7B* (*ENSG00000226738*) acts as a transcriptional modulator of its neighboring coding gene *KLHDC7B* in the immunomodulatory subtype. Furthermore, *LncKLHDC7B* knockdown enhanced migration and invasion, and promoted resistance to cellular death. Our findings confirmed the contribution of *LncKLHDC7B* to induction of apoptosis and inhibition of cell migration and invasion, suggesting that TNBC tumors with enrichment of *LncKLHDC7B* may exhibit distinct regulatory activity, or that this may be a generalized process in breast cancer. Additionally, *in silico* analysis confirmed for the first time that the low expression of *KLHDC7B* and *LncKLHDC7B* is associated with poor prognosis in patients with breast cancer.

**Abbreviations**
ADAM9: ADAM metallopeptidase domain 9
AMOT: angiomotin
APP: amyloid beta precursor protein
BL1: basal‐like 1
BL2: basal‐like 2
CAV1: caveolin 1
CCAR2: cell cycle and apoptosis regulator 2
CDH3: cadherin 3
CI: confidence interval
ECM: extracellular matrix
EPS8: epidermal growth factor receptor pathway substrate 8
ER: estrogen receptor
FDR: false discovery rate
FFPE: formalin‐fixedparaffin‐embedded
GAPDH: glyceraldehyde‐3‐phosphate dehydrogenase
GBA: guilt‐by‐association analysis
GEO: gene expression omnibus
HER2: human epidermal growth factor receptor 2
HR: hazard ratio
HTA: human transcriptome array
IM: immunomodulatory
IPA: ingenuity pathway analysis
KLHDC7B: Kelch domain containing 7B
KLHL39: Kelch‐like protein 39
LAR: luminal androgen receptor
LncKLHDC7: long non‐coding KLHDC7B
lncMAP: LncRNA modulator atlas in pan‐cancer
lncRNA: long non‐coding RNA
MHC: major histocompatibility complex
M: mesenchymal
MMP2: matrix metallopeptidase 2
MSL: mesenchymal stem‐like
PMAIP1: phorbol‐12‐myristate‐13‐acetate‐induced protein 1
PR: progesterone receptor
QBS: 2‐amino‐N‐quinolin‐8‐yl‐benzenesulfonamide
RAD21: RAD21 cohesin complex component
shRNA: short hairpin RNA
TCGA: The Cancer Genome Atlas
TGF: transforming growth factor
TN: triple‐negative
TNBC: triple‐negative breast cancer
TNC: tenascin C
TNF: tumor necrosis factor
U87: small nucleolar RNA U87
UNS: unstable

## 1 Introduction

Triple negative breast cancer (TNBC), defined in the clinic by the negative expression of estrogen receptor (ER), progesterone receptor (PR), and lack of overexpression of human epidermal growth factor receptor 2 (HER2), is a heterogeneous tumor that represents ~ 14–23% of all breast cancers (BC) (Lara‐Medina *et al*., 2011; Martinez *et al*., 2013; Perez‐Rodriguez, 2015). TNBC currently lacks targeted treatment, is more aggressive, has worse global survival in metastatic disease, affects young women, and a higher proportion of African American and Hispanic women (Bauer *et al*., 2007; Dent *et al*., 2007; Foulkes *et al*., 2010; Rastelli *et al*., 2010). With the development and advancement of high throughput technologies, TNBC has been classified into intrinsic subtypes based on coding gene expression [messenger (m)RNA] and ontology analysis into the following groups: two basal‐like (BL1 and BL2), immunomodulatory (IM), mesenchymal (M), mesenchymal stem‐like (MSL), luminal androgen receptor (LAR), and unstable (UNS) subtypes (Lehmann *et al*., 2011). Subtyping of TNBC based on non‐coding RNA (ncRNA) expression and research on its therapeutic implications are still being refined (Lehmann *et al*., 2016).

During the development of cancer, major transcriptional alterations can be induced by ncRNA, leading to changes in global gene expression patterns and genomic instability (Wapinski and Chang, 2011). A large proportion of RNAs with no coding capacity (Consortium, 2012), such as long non‐coding RNA (lncRNA) (Martin and Chang, 2012), have emerged as key players in several biological processes. LncRNA have > 200 nucleotides, transcribed by RNA polymerase II, mainly located within the nucleus but also found in the cytosolic compartment, lack protein‐coding potential, and show lower expression compared with mRNA (Derrien *et al*., 2012). The lncRNA species are also considered to be new protagonists in the development of cancer, with potential roles in oncogenic and tumor suppressor pathways (Gibb *et al*., 2011; Li and Chen, 2013; Wapinski and Chang, 2011).

To analyze the differences in lncRNA expression landscapes in TNBC subtypes, we evaluated lncRNA expression profiles of 156 TNBC samples. TNBC subtypes were first defined by mRNA microarray expression profiling, and differentially expressed lncRNA were identified between subtypes. A significant number of differentially expressed lncRNA were identified between all subtypes, and some of them were validated in an independent cohort of TNBC samples. *LncKLHDC7B*, an lncRNA that was over‐expressed in the immunomodulatory subtype, was selected for further investigation of its functional role in TNBC through modulation of its expression in cell lines. Down‐modulation of *LncKLHDC7B* resulted in down‐regulation of its coding gene (*KLHDC7B*) and in the alteration of the expression of several other genes, as well as in an increase in migration and invasion, in addition to resistance to cell death not only in TNBC cell lines, but also in other breast tumor subtypes, suggesting its potential role in breast oncogenesis.

## 2 Materials and methods

### 2.1 Collection and processing of samples

A total of 156 formalin‐fixed, paraffin‐embedded (FFPE) tissues were collected from the Instituto de Enfermedades de la Mama FUCAM (Mexico) and the Istituto Nazionale dei Tumori (Italy) by retrospective collection from 2007 to 2015. Samples were defined as triple‐negative using the current international histopathological criteria, less than 1% of positive cells for ER and PR, and HER2. Immunohistochemical detection of the three markers was carried out using the following antibodies: ER (clone 1D5, Dako, Denmark, Carpinteria, CA, USA), PR (clone PgR636, Dako, Denmark) and HER2 (K5204, Dako). Cytokeratin 5/6 and Ki67 (clone D5/16B4, Dako, Denmark) were also evaluated to rule out potential false‐negative immunohistochemical reactions. All procedures were performed according to the Declaration of Helsinki, and were reviewed and approved by the Ethics and Research Committees of the National Institute of Genomic Medicine (approval number CEI2016/13).

A pathologist identified regions of the sample with the highest amount of cancer tissue, and tissue cores were obtained with a 2‐mm‐wide needle with a tissue arrayer. Tissue cores were used for RNA extraction using the AllPrep® nucleic acid purification FFPE kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. Subsequently, RNA was quantified by spectrophotometry (Nanodrop, Thermo Fisher Scientific, Waltham, MA, USA) and stored at −80 °C until further processing.

### 2.2 Microarray processing and data analysis

Transcriptional profiles were analyzed using the Affymetrix Human Transcriptome Array V2.0, following the manufacturer's instructions. Briefly, ~ 200 ng of total RNA was converted into complementary (c)DNA and labeled with the SensationPlus™ FFPE Amplification and WT Labeling® kit (Affymetrix, Santa Clara, CA, USA) and hybridized on the array, which detects both mRNA and lncRNA. Arrays were washed, stained, and scanned using a Genechip Scanner 3000 7G (Affymetrix). The data were analyzed with the Robust Multichip Analysis (RMA) algorithm using Affymetrix default analysis settings and global scaling as normalization method on a Affymetrix Transcriptome Analysis Console (tac) V3.0 [Data accessibility gene expression omnibus (GEO): GSE86948]. The ComBat function was used to remove batch effects using the SVA package. The boxplots, heat maps, and correlation analyses were conducted in r software (http://cran.r-project.org; http://www.bioconductor.org; ggplots cran.r‐project.org) using tools from the Bioconductor project (http://www.bioconductor.org) (Wickham, 2009).

### 2.3 Messenger RNA subtyping of triple‐negative breast cancer samples and lncRNA expression profiles

The Web‐based TNBCtype algorithm (http://cbc.mc.vanderbilt.edu/tnbc/) was used to identify the mRNA‐based subtypes of TNBC in our cases (Chen *et al*., 2012). Four of 160 TNBC samples were excluded from lncRNA expression profile analysis, according to the bimodal filter of the TNBCtype algorithm (Chen *et al*., 2012). After mRNA subtyping, we analyzed the lncRNA expression profiles between subgroups using the Affymetrix Transcriptome Analysis Console (tac) v.3.0, through comparison of the samples belonging to a specific subtype against to the rest of the samples (e.g. IM vs other subtypes). A ≥ 1.5‐fold change, ANOVA *P*‐value less than or equal to 0.05, and false discovery rate (FDR) < 0.05 were considered as significant to detect expression changes between the TNBC subtypes, except for BL2 where FDR was < 0.5. A heatmap with the differentially expressed lncRNA is shown in Fig. 1. TNBC samples from the GEO database (Data accessibility GEO: GSE76250) were used for validation of differential gene expression in an independent cohort (Liu *et al*., 2016). Gene ontology and cellular pathway analysis were carried out using david (Frederick, MD, USA) (Huang da *et al*., 2009). Venn diagrams were used to show the relationship between groups of differentially expressed lncRNA (Heberle *et al*., 2015).

**Figure 1:**
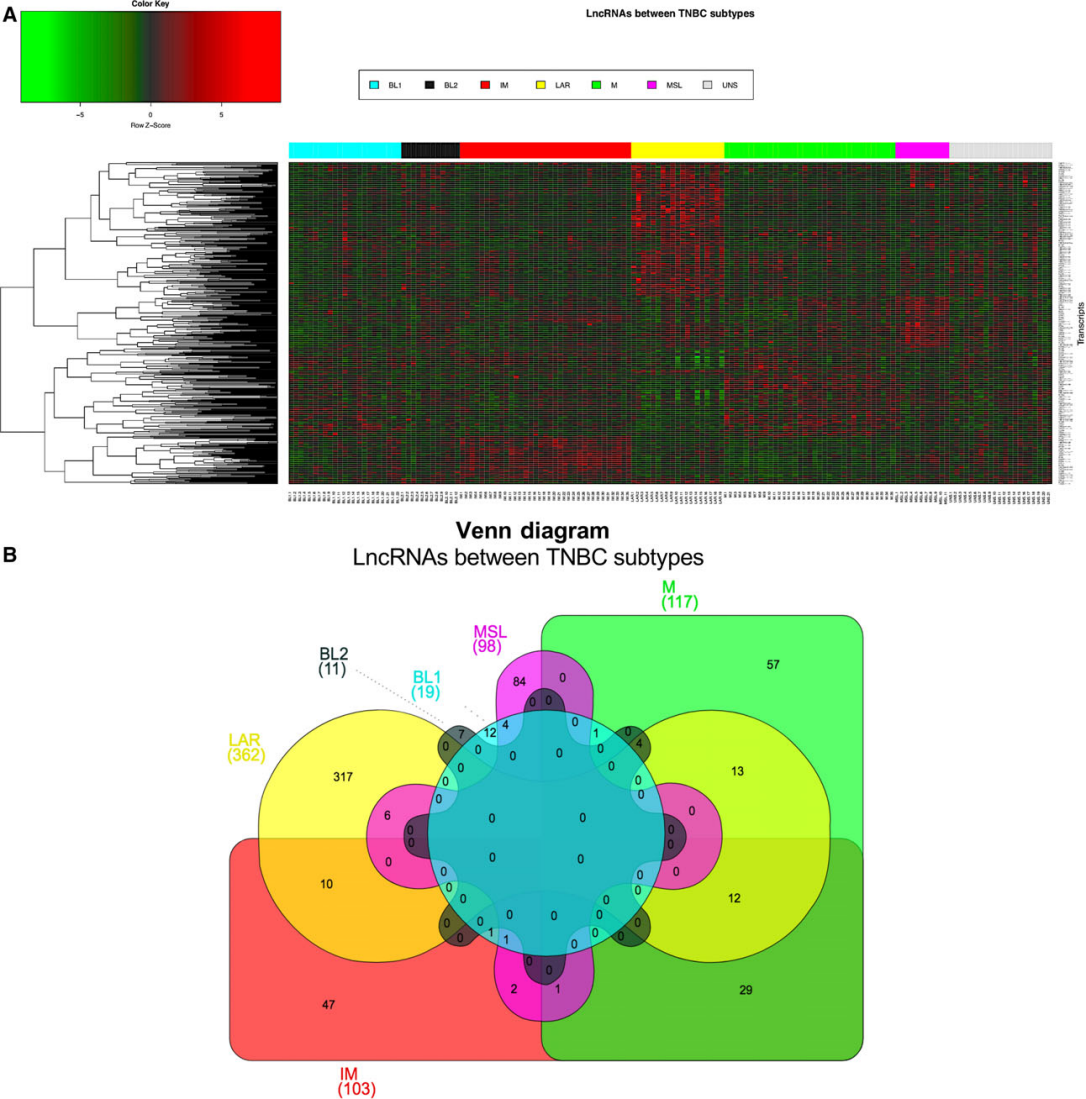
Differential expression of lncRNA across TNBC subtypes. (A) Supervised hierarchical clustering of the differentially expressed lncRNA in TNBC subtypes. Red represents up‐regulation and green down‐regulation. Rows correspond to transcripts and columns to samples, color bar represents each TNBC subtype. (B) Venn diagram shows the common and differential lncRNA between TNBC subtypes.

### 2.4 Guilt‐by‐association analysis

Enrichment pathway analysis was carried out by a guilt‐by‐association analysis (Guttman *et al*., 2009). Briefly, normalized gene expression of mRNA and lncRNA of the 156 profiled tumors were used to build a correlation matrix including only the differentially expressed lncRNA and mRNA for each subtype. For each lncRNA, mRNA were ranked according to their Spearman correlation coefficient and *P* value. A significant correlation between lncRNA and mRNA was considered as follows: Spearman correlation > 30% and *P* value < 0.05. The lncRNA‐mRNA co‐expression was computed to define candidate lncRNA prioritization by identifying which transcripts show a coordinated expression pattern across a group of samples. The significant correlated mRNA were then evaluated in an enrichment pathway analysis to define their impact on the signaling process, using enrichr (New York , NY, USA) (Kuleshov *et al*., 2016) to associate the altered lncRNA with pathways and signatures that were significantly enriched. The co‐expression correlations were the basis for constructing an enrichment pathway analysis in which each term represents a set of transcripts with a significant strength co‐expression relationship. To compute this weighted correlation analysis, some functions of the wgcna package were applied (Los Angeles, CA, USA) (Langfelder and Horvath, 2008).

### 2.5 Immunoscore prediction

Gene expression profile of four immune‐related classes (effector cells, immunosuppressive cells, MHC molecules, and selected immunomodulators) were evaluated to determine the Immunophenoscore* using the available r‐script deposited on GitHub (https://github.com/mui-icbi/Immunophenogram).

### 2.6 Analysis of LncKLHDC7B expression in breast cancer cell lines

MCF10A, BT20, MDA‐MB‐468, MDA‐MB‐231, Hs578‐T, MCF‐7, and HCC1187 cell lines were grown under standard conditions (DMEM or RPMI‐1640 medium, ATCC®, Manassas, VA, USA) according to each line, supplemented with 10% FBS (ATCC®) and incubated at ~ 37 °C with 5% CO_2_. Total RNA was isolated using the Trizol reagent (Invitrogen, Carlsbad, CA, USA) according the manufacturer's recommendation. Subsequently, RNA was quantified by spectrophotometry (Nanodrop) and stored at −80 °C until further processing.

### 2.7 Reverse transcription polymerase chain reaction

Complementary DNA was synthesized using SuperScript III RT‐PCR (Invitrogen) following the manufacturer's recommendations. Briefly, 100 ng of total RNA was used to synthesize cDNA in a final reaction volume of 20 μL. The real time PCR mixture contained 1 μL of cDNA, 5 μL 2× TaqMan Universal Master Mix (Applied Biosystems), 0.5 μL TaqMan® probes (Hs00536653_s1, custom from tcon_00029630), and 3.5 μL of nuclease‐free water. *GAPDH* (Hs99999905_m1) and *U87* (Hs03298717_s1) were used as endogenous controls for coding and non‐coding genes, respectively. The fold change for each gene (*KLHDC7B* or *LncKLHDC7B*) in treated cells relative to control cells was calculated using the Ct (2^‐ΔΔCT) method, where ΔΔ*C*_t_ = Δ*C*_t_ treated cell (shRNA‐1 or ‐2) – Δ*C*_t_ control cell (NC); Δ*C*_t_ = *C*_t_ coding gene – *C*_t_ *GAPDH* or Δ*C*_t_ = Ct non‐coding gene – *C*_t_ *U87*.

### 2.8 Long non‐coding RNA down‐regulation with shRNA

Short hairpin RNA were generated using the BLOCK‐iT™ U6 RNAi Entry Vector Kit (Invitrogen) following the manufacturer's instructions. Briefly, pairs of cDNA oligos were designed containing four nucleotide overhangs necessary for directional cloning. We generated the double‐stranded oligo (ds‐oligo) and subsequently performed the ligation reaction of ds‐oligo into the pENTR™/U6 vector, which was used to transform competent *Escherichia coli* One Shot® TOP10 cells. Sanger sequencing was used to corroborate the presence and correct orientations of the ds‐oligo insert. Two shRNA were used to silence *LncKLHDC7B* (shRNA‐1, 5′‐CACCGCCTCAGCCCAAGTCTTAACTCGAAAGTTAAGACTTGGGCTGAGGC‐3′ and shRNA‐2, 5′‐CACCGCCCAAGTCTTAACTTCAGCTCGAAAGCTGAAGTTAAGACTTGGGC‐3′) and negative control (NC, 5′‐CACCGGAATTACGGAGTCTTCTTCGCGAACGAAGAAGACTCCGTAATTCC‐3′), with a sequence that does not target any mRNA in the human genome *GFP*.

Silencing of *LncKLHDC7B* was performed in three cell lines: HCC1187 (TNBC), MCF‐7 (Luminal A) and BT‐20 (TNBC) using two shRNA (shRNA‐1 and shRNA‐2), which were transfected using Xfect™ Transfection Reagent Protocol (Clontech, Palo Alto, CA, USA). Briefly, HCC1187 cells (6.5 × 10^5^ cells per well), BT‐20 (5 × 10^5^ cells per well) and MCF‐7 (5 × 10^5^ cells per well) were seeded in 6‐well plates and 3 μg of plasmid was transfected during 24 h. Nanoparticle complexes were removed and replaced with complete growth medium. After 48 h post‐transfection, expression of *LncKLHDC7B* was evaluated by RT‐PCR. The RNA was extracted using Trizol according the manufacturer's recommendations and stored at −80 °C until processing. A > 70% decrease of lncRNA expression was achieved after 48 h post‐transfection using 2–3.5 μg of plasmid. The experiments were carried out in triplicate. The effect of silencing *LncKLHDC7B* on the whole‐genome transcriptional landscape in HCC1187 was analyzed with the HTA 2.0 microarray (Affymetrix; Data accessibility GEO: GSE114468), as described above. Genes with a fold change of > 2 and < −2, and a *P* value <0.05 were considered significant and selected for biological pathway analysis using Ingenuity Pathway Analysis (ipa) software and genetrail2 (Stockel *et al*., 2016).

### 2.9 Migration and invasion assay

Cell migration and invasion assays were performed using Transwell migration chambers with 8‐μm pores (Corning, NY, USA). Transfected cells were harvested, re‐suspended in RPMI without FBS at a concentration of 5 × 10^4^ cells in 100 μL, and seeded into the upper chamber of the 24‐well plate. The lower chamber was filled with 600 μL RPMI containing 10% FBS. For the invasion assay, 1 × 10^5^ cells were plated on chambers precoated with 1.6 mg Matrigel (Corning). Cells were incubated (HCC1187 and MCF‐7 for 24 h, BT‐20 for 6 h) for migration assay and (HCC1187 for 36 h, BT‐20 and MCF‐7 for 48 h) for invasion assay at 37 °C, in 5% CO_2_. Each experiment was done in triplicate. At the end of the experiments, cells that migrated to the reverse side of the Transwell membrane were fixed with paraformaldehyde (3.7%), stained with crystal violet, and counted using imagej software (Madison, WI, USA) (Schneider *et al*., 2012).

### 2.10 Apoptosis assay

Apoptosis was induced with ~ 50 μm of 2‐amino‐N‐quinolin‐8‐yl‐benzenesulfonamide (QBS; A3105, Sigma‐Aldrich, St. Louis, MO, USA) for 24 h before the end of 48 h post‐transfection. The cells were then immediately harvested by trypsinization and washed with PBS. The cells were re‐suspended in binding buffer and stained with Annexin V and PI (FITC Annexin V/ Dead cell Apoptosis kit, Invitrogen) for 15 min in the dark at room temperature. The stained cells were examined by cytometry. The cells were categorized into early apoptotic cells and late apoptotic cells (bounded in red lines).

### 2.11 Statistical analysis

Statistical significance was analyzed using graphpad prism (version 6, San Diego, CA, USA) and stata (Version 12, College Station, TX, USA) software. Variances in Kruskal–Wallis tests, ANOVA test, Student's *t* test, and chi‐square tests were performed for all comparisons involving categorical variables. Correlation between variables was determined by Spearman's correlation coefficient. The Kaplan–Meier method and survival differences among groups were assessed by log‐rank test. A *P* value < 0.05 was considered significant (*P <* *0.05, **P <* *0.01, ***P <* *0.001).

## 3 Results

### 3.1 Population characteristics and TNBC subtypes distribution

A total of 156 samples derived from patients with TNBC were included in this study. The mean age of patients was 53 years old (range 26–88) and infiltrating ductal carcinoma was the most frequent type of tumor. Clinical and pathological information on TNBC patients included in this study is shown in Table 1. TNBC subtypes were identified using the TNBCtype algorithm, which assigned samples to the six triple‐negative breast cancer subtypes. Analyzing our TNBC cohort, the majority of tumors were clustered as IM and M (22.4%, *n* = 35/156), followed by BL1 (14.7%, *n* = 23/156) and LAR subtypes (12.2%, *n* = 19/156), BL2 (7.7%, *n* = 12/156), MSL subtype (7%, *n* = 11/156), and UNS (13.5%, *n* = 21/156) (Fig. S1a). The distribution of the TNBC subtypes in our cohort was similar to previous studies (Lehmann *et al*., 2011; Liu *et al*., 2016; Masuda *et al*., 2013) (Fig. S1b). david enrichment analysis (Huang da *et al*., 2009) was applied to each of the TNBC subtypes to corroborate previously reported signaling pathways enriched in each TNBC subtype (Table S1, Fig. S2).

**Table 1:** Clinical‐pathological characteristics of the population

Characteristics	Number	BL1	BL2	IM	M	MSL	LAR	UNS	*P‐*value^a^
	(Total = 156)	(*n* = 23)	(*n* = 12)	(*n* = 35)	(*n* = 35)	(*n* = 11)	(*n* = 19)	(*n* = 21)	
Age (Mean ± SD)	145	47.7**±**10.4	59**±**14.6	50.1**±**12.6	55.2**±**14.2	53.3±10.4	59.1±15.6	51.9±14.6	0.0835^b^
Tumor grade									
≤II	26	1 (3.8)	1 (2.1)	3 (5.5)	7 (5.9)	1 (1.9)	8 (3.1)	5 (3.6)	
>II	110	19 (16.2)	10 (8.9)	26 (23.5)	24 (25.1)	9 (8.1)	8 (12.9)	14 (15.4)	**0.0148** c
Unknown	20								
Tumor size (cm)									
≤ 2 cm	64	6 (9.3)	6 (5.1)	12 (14.4)	15 (13.9)	7 (4.6)	9 (7.4)	9 (9.3)	
> 2 cm	74	14 (10.7)	5 (5.9)	19 (16.6)	15 (16.1)	3 (5.4)	7 (8.6)	11 (10.7)	0.398^c^
Unknown	18								
Type histology									
IDC	117	17 (15.9)	6 (9.2)	29 (26.7)	28 (26.7)	8 (8.4)	13 (13.4)	16 (16.7)	
Other	23	2 (3.1)	5 (1.8)	3 (5.3)	4 (5.3)	2 (1.6)	3 (2.6)	4 (3.3)	0.168^c^
Unknown	16								
Follow up, month (mean)	55.8	50.5	56.6	55	48	65.8	59.8	62.1	0.562^d^
CI	50.7–60.9	34.8–66.2	37.3–75.8	43.9–66.1	37.6–58.4	41.6–90.1	42–77.6	49.2–75.1	
Dead event									
Yes	30	8 (4.2)	4 (2.3)	9 (6.8)	5 (6.8)	1 (2.3)	1 (3.4)	2 (4.2)	0.064^c^
No	112	12 (15.8)	7 (8.7)	23 (25.2)	27 (25.2)	10 (8.7)	15 (12.6)	18 (15.8)	
Unknown	14								

BL1, basal‐like 1; BL2, basal‐like 2; CI, 95% confidence interval; IDC, infiltrating ductal carcinoma; IM, immunomodulatory; LAR, luminal androgen receptor; M, mesenchymal; MSL, mesenchymal stem‐like; SD, standard deviation; UNS, undetermined.

a Unknown data were not included for the statistical significance.

b ANOVA test.

c Chi‐square test *P* < 0.05 (in bold).

d Kruskal–Wallis test.

### 3.2 Unique lncRNA expression profiles in TNBC subtypes

Once our tumor cohort was classified into TNBC subtypes, we identified expression patterns of lncRNA among the tumor subclasses (Fig. 1A). In particular, 710 lncRNA showed differential expression: 84 were altered in at least two of the TNBC subtypes, whereas 524 were only altered in a particular tumor subtype (Fig. 1B, Tables 2 and S2). Comparison between the LAR subtype and all other subtypes yielded the highest number of differentially expressed lncRNA (50.9%, *n* = 362/710) followed by M subtype (16.5%, *n* = 117/710) and IM subtype (14.5%, *n* = 130/710). The MLS subtype showed 98 altered lncRNA, whereas the basal subtypes (BL1 and BL2) had a lower number of deregulated lncRNA (19 and 11 transcripts, respectively) (Fig. 1B, Tables 2 and S2).

**Table 2:** Up‐regulated and down‐regulated lncRNA with higher rate of change between TNBC subtypes

lncRNA name	Fold change^a^	ANOVA *P*‐value	FDR *P*‐value	TNBC subtype
*RP11‐532E4.2*	16.98	0.000133	0.015499	BL1
*LINC01956*	3.26	6.72E‐13	4.54E‐08	BL1
*LINC01123*	1.88	7.11E‐07	0.000572	BL1
*RP11‐619J20.1*	−1.65	0.000054	0.009449	BL1
*RP11‐815J21.4*	−1.65	0.000489	0.031038	BL1
*RP1‐142L7.5*	−1.82	0.000059	0.00983	BL1
*RP11‐116G8.5*	2.73	0.000015	0.060613	BL2
*RP11‐3K16.2*	2.22	0.000036	0.089263	BL2
*LINC01133*	1.69	0.000655	0.307124	BL2
*LINC02095*	−7.91	0.000565	0.300484	BL2
*RP4‐620F22.2*	9.87	0.00E+00	0.00E+00	IM
*RP5‐1171I10.5*	1.9	1.71E‐14	2.95E‐12	IM
*ELMO1‐AS1*	1.71	7.48E‐10	5.31E‐08	IM
*RP13‐455A7.1*	−1.79	0.000545	0.014289	IM
*CTD‐2033D15.1*	−2.98	0.000041	0.001466	IM
*IFNG‐AS1*	1.82	6.93E‐12	6.63E‐10	IM
*RP11‐206M11.7*	80.48	1.78E‐15	1.08E‐12	LAR
*LINC00993*	4.24	8.76E‐07	0.000048	LAR
*PCAT18*	2.56	1.11E‐16	8.24E‐14	LAR
*AF178030.2*	−7.68	9.13E‐10	1.41E‐07	LAR
*LINC01152*	−2.27	0.000181	0.002271	LAR
*VIM‐AS1*	−1.83	3.63E‐07	0.000024	LAR
*GAS5*	−1.63	0.000023	0.000538	LAR
*LINC02095*	20.31	1.11E‐16	1.50E‐12	M
*RP11‐84E24.2*	7.5	0.00E+00	0.00E+00	M
*SOX9‐AS1*	13.71	0.00E+00	0.00E+00	M
*H19*	2.99	0.000066	0.002324	M
*ANO1‐AS1*	2.13	0.000059	0.00212	M
*CASC15*	1.82	9.47E‐08	0.00001	M
*RP11‐553K8.5*	−3.39	6.12E‐10	2.27E‐07	M
*RP11‐989E6.8*	−2.97	4.34E‐07	0.000037	M
*ANKRD44‐IT1*	−1.86	8.62E‐08	0.00001	M
*MEG3*	4.21	5.29E‐11	4.35E‐08	MSL
*AC133106.2*	3.97	1.11E‐09	6.08E‐07	MSL
*DNM3OS*	3.73	0.000039	0.003966	MSL
*VCAN‐AS1*	3.22	0.000019	0.002127	MSL
*CARMN*	2.44	2.25E‐11	2.03E‐08	MSL
*TCONS_l2_00019097*	−1.59	0.000161	0.0125	MSL
*LINC00302*	−1.64	0.000782	0.042797	MSL
*TCONS_l2_00003601*	−1.89	0.000845	0.045414	MSL

a Results from tac software (Affymetrix).

To validate the lncRNA expression patterns in the TNBC subtypes, we corroborated the expression of some candidates using an independent cohort containing lncRNA profiles. Consistent with our data, a set of lncRNA was differentially expressed in the comparisons between BL1, BL2, M, MSL, IM, and LAR tumors in our *in silico* analysis (Fig. S3). Validation of the expression of this set of lncRNA in an independent cohort suggests that they might play important biological roles in the establishment of TNBC subtypes.

### 3.3 Identifying biological pathways associated with lncRNA in TNBC subtypes

To gain insight into the biological relevance of the altered lncRNA, we used a guilt‐by‐association approach to investigate their relationship to dysregulated mRNA and their possible impact on different pathways. This analysis revealed a significant association between some of the differentially expressed lncRNA and mRNA, as well as the enrichment in key breast cancer‐related pathways of associated coding genes for each TNBC subtype. lncRNA altered in BL1 correlated most strongly with extracellular matrix organization, cell cycle and transforming growth factor‐beta (TGF‐β) signaling. IM lncRNA are most strongly related to antigen processing, interferon signaling and immune system. LAR contains lncRNA that are potentially involved in translation regulation. Altered lncRNA in M tumors are associated with toll‐like receptor and TNF signaling. Finally, the co‐expression correlation network of altered lncRNA‐mRNA in the MSL subtype was enriched in focal adhesion, ECM receptor interaction, and PI3K‐Akt signaling pathway (Fig. 2, Table S3). With the exception of the BL2 subtype, where we did not find any significant association, guilt‐by‐association analyses suggested functions for a set of altered lncRNA by their weighted co‐expression with related mRNA that defined a group of pathways with relevant correlations with lncRNA expression portraits in human tumors.

**Figure 2:**
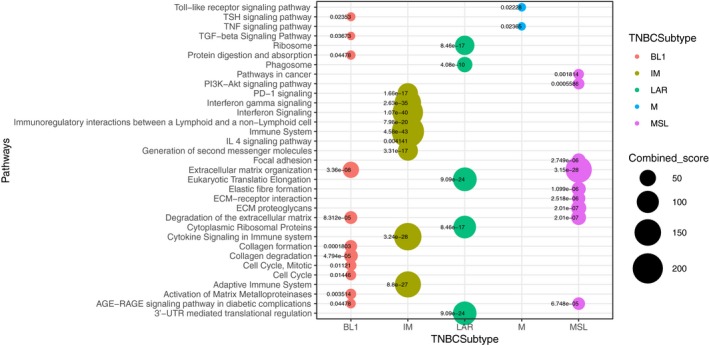
Overview of the biological pathways by guilt‐by‐association analysis across TNBC subtypes by lncRNA‐mRNA co‐expression. Guilt‐by‐association analysis showing the significant enriched pathways of the resulted co‐expression mRNA‐lncRNA. Pathway enrichment analysis resulted in significant association with cancer‐related signaling. The *y*‐axis label represents pathways and the *x*‐axis label represents TNBC subtypes. Bubble chart shows biological pathways enrichment by differential expression of lncRNA for each TNBC subtype. Size and color of the bubble represent the score each pathway and TNBC subtypes, respectively.

### 3.4 Co‐expression of lncRNA and coding genes in IM subtypes

Long non‐coding RNAs can function as enhancers of the expression of both adjacent and distant genes. To prioritize the most biologically relevant lncRNA in the IM subtypes (one of the most frequent subtypes), as a first approach we identified lncRNA (intergenic or intragenic) with possible regulatory functions over their neighboring genes; thus we analyzed lncRNA–mRNA pairs positively co‐expressed (Fig. S4, Table S4). This approach defined the positive correlation of *KLHDC7B* and *ENSG00000226738*.

### 3.5 *LncKLHDC7B* (*ENSG00000226738*) and *KLHDC7B* show a correlated expression pattern in the immunomodulatory subtype

The lncRNA *ENSG00000226738* (which we call *LncKLHDC7B*) and its coding gene *KLHDC7B* were among one the most correlated pairs evaluated (*r* ^2^ = 0.9, *P* < 0.0001; Figs S4 and 3A–D). The overexpression of the pair *LncKLHDC7B/KLHDC7B* as well as their correlation in the IM subtype was also validated in TCGA data (Fig. 3C,D, Table S4). We evaluated the expression of both transcripts in a panel of breast cancer cell lines, which showed increased expression of both genes in many tumor cell lines, including IM cell line (HCC1187), in contrast to a non‐tumorigenic epithelial cell line MCF10A (Fig. 4A). Interestingly, these observations were reproducible in breast cancer tissues compared with normal tissue using databases from TCGA (Fig. S6). We noticed a distinct expression pattern of *KLHDC7B* and *LncKLHDC7B* among the different triple‐negative subgroups, both in tumors and cell line models (Figs 3A‐D, 4A and S6). To further validate the relationship of *LncKLHDC7B* with the immunophenotype, we calculated the immunophenoscore of our profiled cohort. Our findings showed distinct expression patterns across the scores, where the highest scores (9 and 10) present a significant enrichment of *LncKLHDC7B*, particularly in the IM subtype (Fig. 3E). Given these results, we selected the HCC1187 cell line to investigate further the functional role of *LncKLHDC7B* in the immunomodulatory subtype.

**Figure 3:**
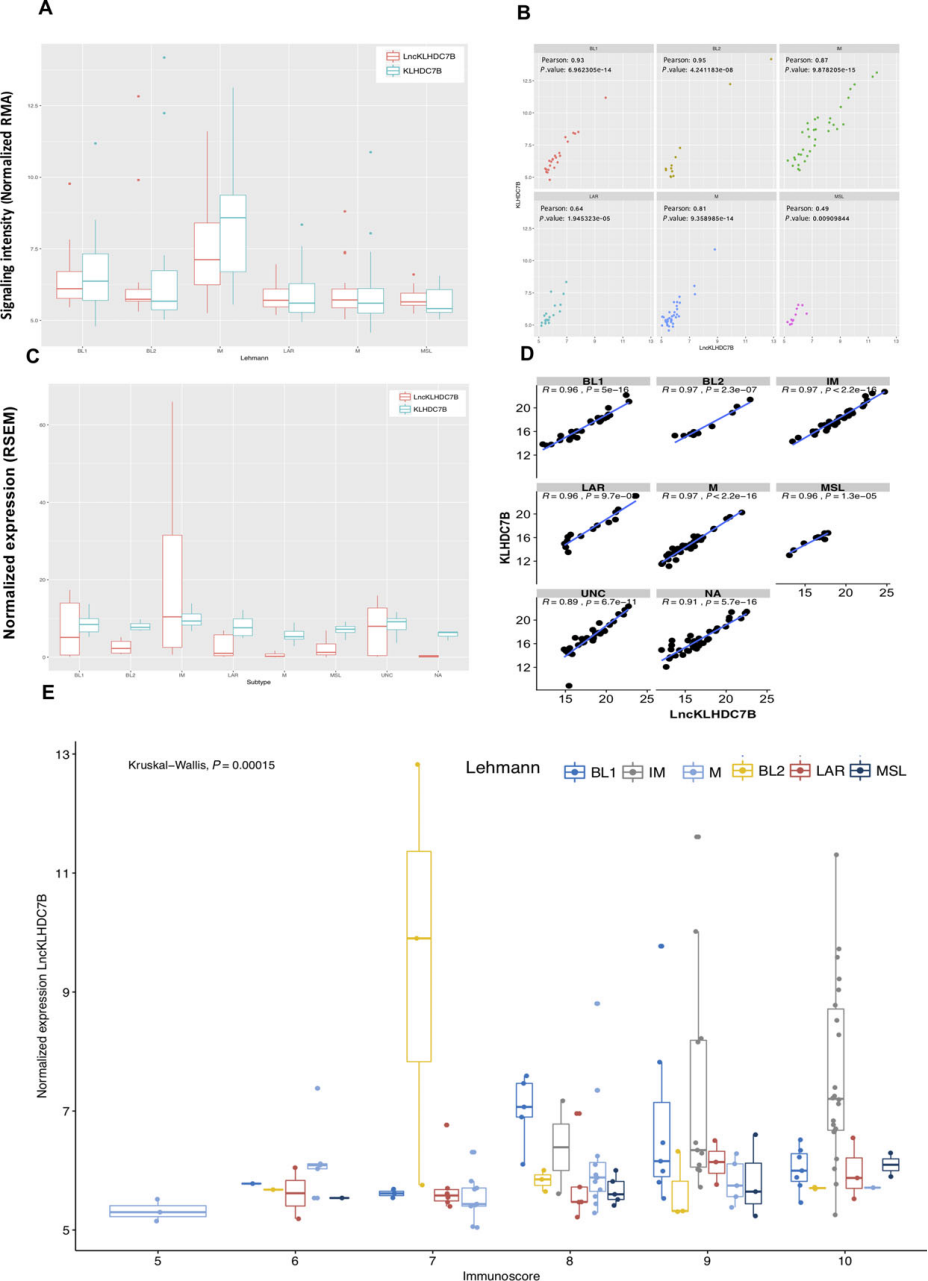
Evaluation of *LncKLHDC7B* and *KLHDC7B* expression in TNBC subtypes. (A) *LncKLHDC7B* and *KLHDC7B* expression levels in our cohort and (C) TCGA database. (B) Correlation between gene expression level of *LncKLHDC7B* and *KLHDC7B* across TNBC subtypes in our dataset, and TCGA database (D). (E) Relation across the immunoscore with the expression of *LncKLHDC7B* in our cohort. Kruskal–Wallis test was performed to determine significance. The *y*‐axis label represents the normalized expression of the *LncKLHDC7B* and the *x*‐axis label represents the immunoscore.

**Figure 4:**
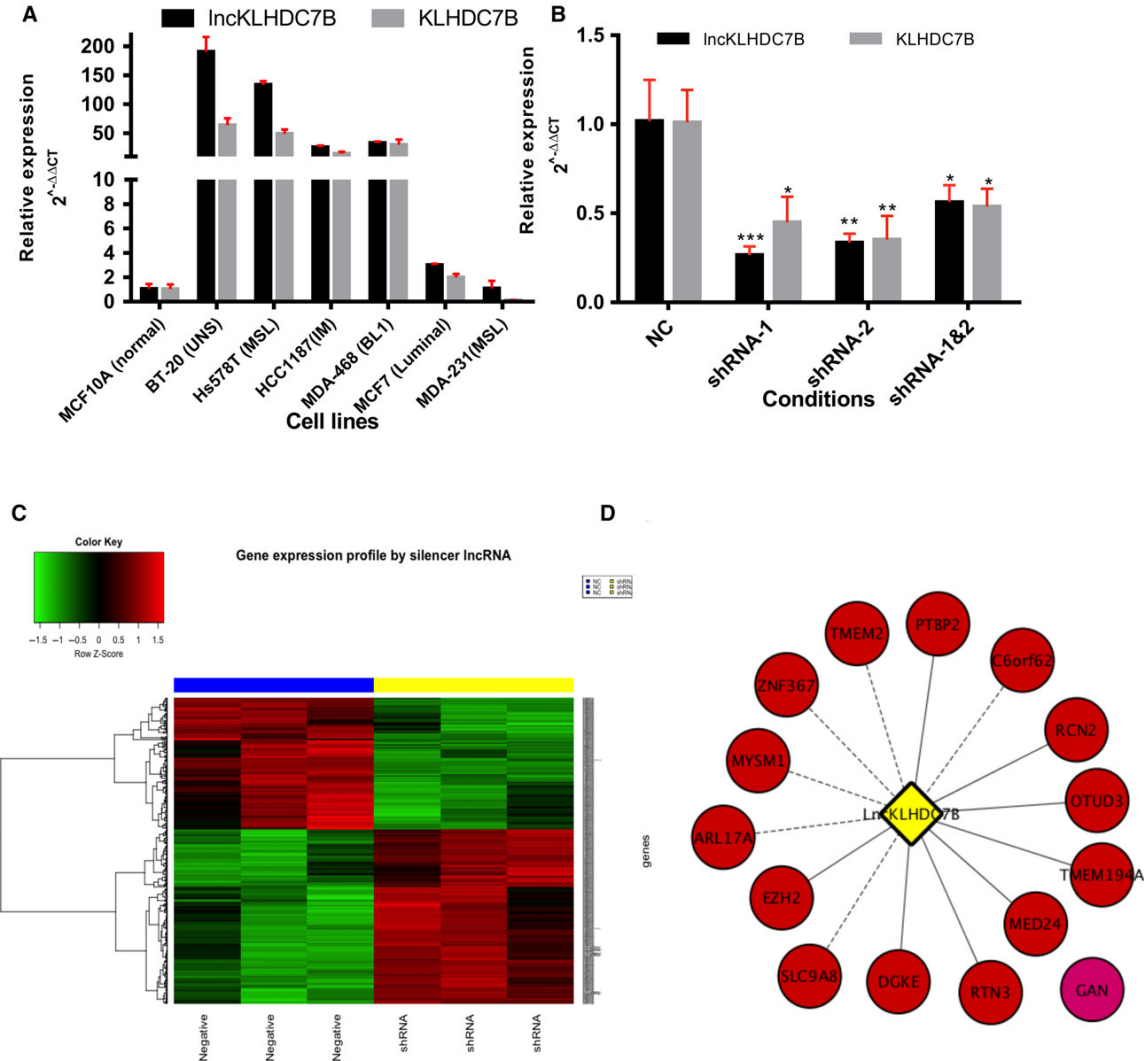
Impact of *LncKLHDC7B* silencing on the TNBC immunomodulatory phenotype. (A) Validation of *LncKLHDC7B* and *KLHDC7B* expression in a panel of breast cancer cell lines. (B) Expression levels of *LncKLHDC7B* in immunomodulatory phenotype (HCC1187) of breast cancer cell line after silencing by shRNA system. *KLHDC7B* coding gen expression is affected by *LncKLHDC7B* silencing. All data are shown as the mean ± SD of at least three independent experiments. Student's *t* test was performed to determine significance *P < 0.05, **P < 0.01, ***P < 0.001 of NC vs shRNA. (C) Heatmap from transcripts altered by *LncKLHDC7B* silenced. The microarray was performed in triplicate for the NC condition (blue bar) and shRNA‐1 (yellow bar). Red represents elevated and green down‐regulated expression. (D) Prediction of interactions between lncRNA and mRNA targets sub‐expressed by the silencing of the *LncKLHDC7B*. Continuous and dotted lines represent a medium and high interaction, respectively.

We then chose the *LncKLHDC7B*/*KLHDC7B* pair for further analysis for the following reasons: (1) *LncKLHDC7B* may be a subtype tumor marker of the IM subtype, but its function is not well described in the literature; (2) *LncKLHDC7B* presents a significant association with its coding gene (localized in the same locus), which indicates a possible regulatory activity; (3) our guilt‐by‐association analysis highlighted correlations between the lncRNA and key cancer‐related pathways such as antigen presentation, natural killer‐mediated cytotoxicity, interferon signaling, and cell adhesion (Fig. S5). All these data suggest a potential role for *LncKLHDC7B* in the TNBC subtype establishment and biological regulatory programs.

### 3.6 Silencing of *LncKLHDC7B* down‐regulates *KLHDC7B* and impacts the expression of a large number of genes

We evaluated the role of *LncKLHDC7B* on oncogenic phenotypes in the IM breast cancer HCC1187 cell line model. 

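The arrays compared HCC1187 cells, a triple-negative breast cancer line, after transfection with 3 μg of plasmid carrying shRNA-1 against LncKLHDC7B or a negative control shRNA (NC) that targets no human mRNA. RNA was taken 48 h after transfection, and 3 arrays were run for each group. No arrays of cells with shRNA-2 are among these samples. The paper gives about 200 ng of RNA per array and the sample labels give 100 ng. The HTA 2.0 array reads coding and non-coding RNA through groups of probes called transcript clusters.
The authors deposited log2 signals made by signal space transformation and robust multichip analysis (SST-RMA) with the Affymetrix Expression Console, according to the sample labels. The paper names robust multichip analysis with global scaling. The deposited log2 signals were used as they stand, with no further scaling. After 2995 control probe sets were left out, 67528 transcript clusters were tested, and the platform table gives 23781 of them a single gene symbol. Each cluster was compared between shRNA-1 and NC with limma, and p was adjusted by the Benjamini-Hochberg method over all clusters tested. The median signal of an array lay between 4.99 and 5.05, and that of its background probes between 3.35 and 3.46. The first principal component held 44.0% of the variance, and the arrays with shRNA-1 (-47.4 to -8.08) lay apart from those with NC (4.97 to 54.2) along it. The paper states that experiments were done in triplicate, but neither it nor the labels say whether the arrays of a group came from separate cultures. Each p therefore measures only the spread between these arrays, and their number limits the precision. With 3 arrays against 3, an exact permutation test of a single value cannot give a p under 0.10.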

The knockdown of *LncKLHDC7B* was achieved with ~ 75% silencing efficiency (Fig. 4B) and a 50% inhibition of the expression of *KLHDC7B* gene (Fig. 4B). Furthermore, a complete genomic analysis of the transcriptomic state after silencing of *LncKLHDC7B* revealed an impact on the global expression of 1265 transcripts (Fig. 4C, Table S5), including several transcripts from the Kelch family. These data demonstrated that *LncKLHDC7B* might regulate gene expression both in *cis*, mediating the transcriptional activation of the *KLHDC7B* gene*,* and in *trans*, by regulating distant genes located throughout the genome.

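Among transcript clusters with a single gene symbol, 650 rose and 433 fell in HCC1187 cells with shRNA-1 compared with NC. The largest rise was that of MSMO1, an enzyme of cholesterol synthesis, with a log2 fold change of 2.10 (standard error 0.26, adjusted p = 0.0171 from limma). HMGCS1, which acts earlier in the same pathway, rose by 1.75 on the log2 scale. ERAP2, which trims peptides for presentation by MHC class I, rose by 1.94, and SAMD9, an interferon-induced gene, rose by 1.68. EDIL3, a secreted integrin ligand, rose by 1.95, the amino acid transporter SLC7A8 by 1.78, the transcription factor HAND1 by 1.70 and the chromatin remodeller SMARCA1 by 1.69. ITM2B, which encodes a membrane protein, and CPNE8, of the copine family of calcium-dependent membrane binding proteins, rose by 1.68 and 1.63. The largest fall was that of SNORD16, a small nucleolar RNA, with a log2 fold change of -1.89 (standard error 0.18, adjusted p = 0.0112). ERLIN1, a protein of the endoplasmic reticulum membrane, fell by 1.77, the antisense RNA RBM26-AS1 by 1.52 and LIN7C, a scaffold protein of cell junctions, by 1.31. RTN3P1, a pseudogene of RTN3 that may share probes with it, fell by 1.64. Adjusted p was at most 0.0273 for the genes named so far.
Counting clusters with and without a symbol, 1821 passed an adjusted p of 0.05, of which 888 were higher and 933 lower. In all 1821 the 3 arrays with shRNA-1 did not overlap the 3 with NC. Among all clusters 20.4% did not overlap, where chance gives 10%. At an unadjusted p under 0.05, 535 clusters differed by more than 2-fold (271 higher and 264 lower) and 2537 by 1.5-fold or more (1156 higher and 1381 lower). The balance of directions depended on the scaling. After quantile normalization 63.6% of the 1694 clusters past the adjusted p were higher, compared with 48.8% of the 1821, and the counts were 319 higher and 194 lower at 2-fold and 1406 higher and 1076 lower at 1.5-fold. Of 65 measured genes of the Kelch family, whose members share a repeated domain and often recruit proteins to ubiquitin ligases, 4 rose, 2 fell and 59 did not pass the test, with the same counts when adjusted over the list alone. The family as a whole did not shift (camera, adjusted p = 0.931). Without shRNA-1 replicate 2 no cluster passed the adjusted p in limma, although 8036 had an unadjusted p under 0.05, and the count fell to 42 without NC replicate 2, 393 without shRNA-1 replicate 1, 505 without NC replicate 3, 716 without shRNA-1 replicate 3 and 1176 without NC replicate 1. The ANOVA of the methods does not share variance between clusters. With it 2 clusters passed an adjusted p of 0.05 and 9102 had an unadjusted p under 0.05. With the replicate number as a block in limma 4528 clusters passed, but neither the labels nor the paper pair the arrays by number.

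**Figure D1:**
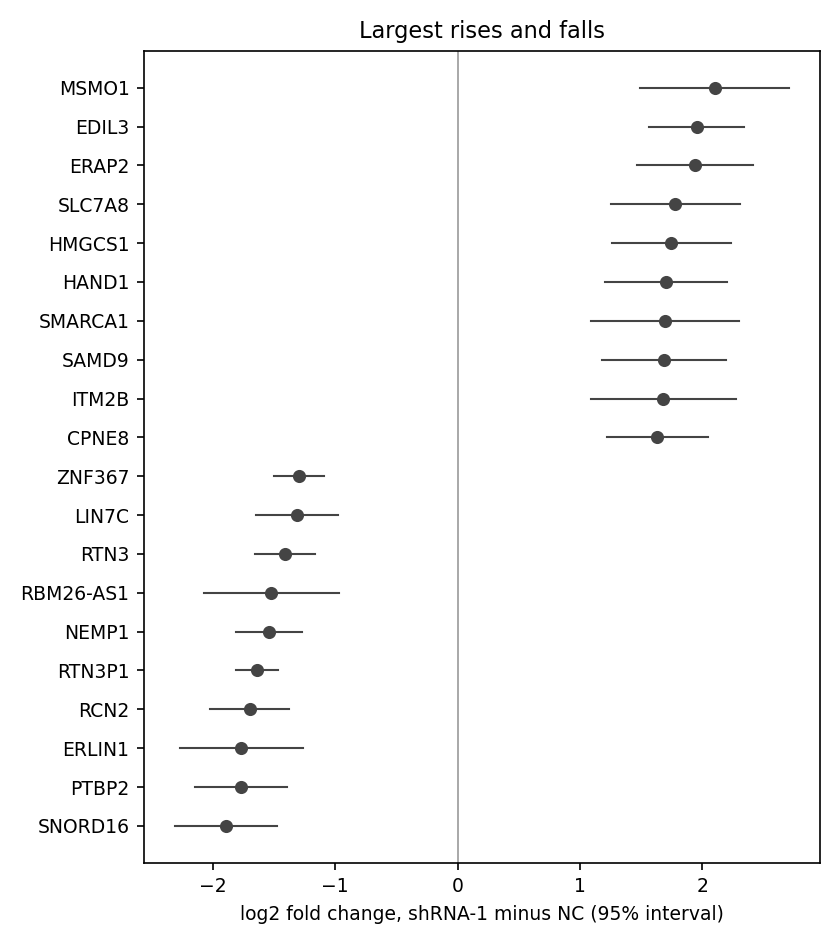
Log2 fold change (shRNA-1 minus NC) of the 10 genes with the largest rise and the 10 with the largest fall among those past the adjusted p whose arrays did not overlap. Points are differences of the group means of 3 arrays and lines are 95% confidence intervals, and they run from -1.89 for SNORD16 to 2.10 for MSMO1.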

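On the arrays, the signals of LncKLHDC7B and KLHDC7B in cells with shRNA-1 did not differ from those in cells with NC by more than the spread between arrays. LncKLHDC7B, read by the transcript cluster that Table S2 pairs with its Ensembl identifier, had a log2 signal of 4.83 ± 0.16 (SD, n = 3) with shRNA-1 and 4.85 ± 0.17 (SD, n = 3) with NC. KLHDC7B, the Kelch family gene beside it, had 3.88 ± 0.10 (SD, n = 3) with shRNA-1 and 3.77 ± 0.06 (SD, n = 3) with NC. None of the 28 measured genes around KLHDC7B in its chromosome band rose or fell, and their median log2 fold change was -0.03.
The log2 fold change of LncKLHDC7B was -0.02 (standard error 0.12, adjusted p = 0.974 from limma), and its 95% confidence interval ran from a change of -19.2% to one of 20.8%. The mean signals of LncKLHDC7B lay below the array medians of all clusters (4.99 to 5.05). Its interval measures only the spread between arrays of a dim signal, so it does not bound the change of the transcript itself. The log2 fold change of KLHDC7B was 0.11 (standard error 0.09, adjusted p = 0.657), at a signal close to that of background probes (array medians 3.35 to 3.46), so these values do not exclude a fall of the transcript. Another 2 clusters of the locus, CTA-384D8.31 (the antisense partner of KLHDC7B in Table S4) and CTA-384D8.34, had log2 fold changes of -0.06 (adjusted p = 0.834) and -0.02 (adjusted p = 0.957). Among the neighbours, limma gave no member past an adjusted p of 0.05, over all genes or adjusted over the list alone, and 5 with an unadjusted p under 0.05. NCAPH2, a subunit of condensin, had the smallest p among them (log2 fold change -0.38, standard error 0.09, adjusted p = 0.0783). The neighbours did not shift against other genes (camera, adjusted p = 0.290). The direction of LncKLHDC7B turned with the scaling, to 0.0036 after quantile normalization and 0.0061 after median centring, and also without shRNA-1 replicate 2 (0.0035), shRNA-1 replicate 3 (0.05) or NC replicate 1 (0.08).
The paper measured the silencing and the lower KLHDC7B level by RT-qPCR (Fig. 4B), which was not analysed here. From these and from the transcripts altered on the arrays (Fig. 4C), the paper proposes regulation by LncKLHDC7B in cis and in trans. In cis it would activate transcription of KLHDC7B, and in trans it would act on distant genes. The paper also reports correlated expression of both transcripts in tumours. After silencing, it reports an effect on KLHDC7B in MCF-7 cells and a lower level in BT-20 cells. None of these was analysed here.

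**Figure D2:**
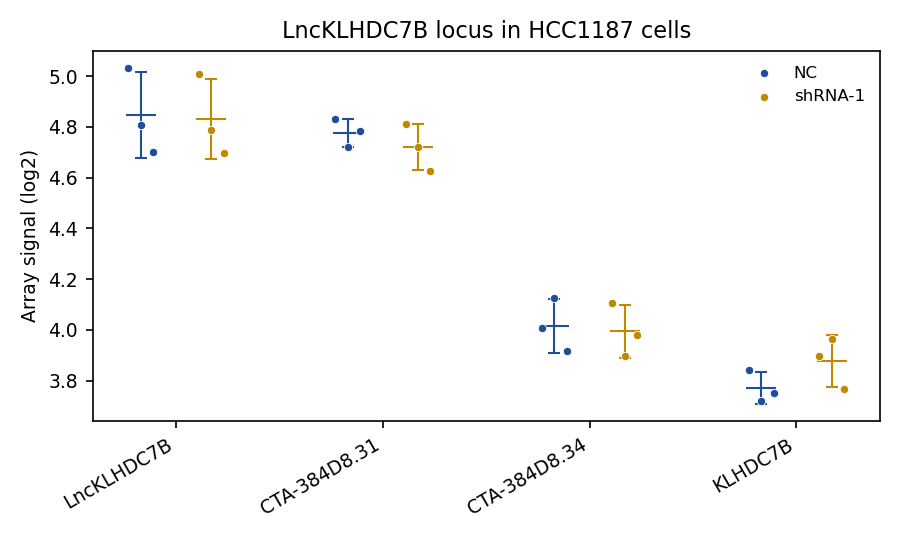
Log2 signal of 4 transcript clusters of the LncKLHDC7B locus in HCC1187 cells. Each point is an array, the long line is the mean of 3 arrays and the bars are the SD, and the arrays with shRNA-1 overlap those with NC at each cluster.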

Long non‐coding RNAs show a diversity of functions through diverse mechanisms, interactions with other RNA molecules being some of the most representative. We applied an mRNA‐lncRNA interaction prediction with a nearest‐neighbor method based on thermodynamic parameters using the LncTar tool (Li *et al*., 2015). Genes most significantly down‐regulated upon *LncKLHDC7B* silencing were evaluated. Our results indicate a high and medium direct interaction between the mRNA and *LncKLHDC7B* (ndG value ≤ −0.1 indicates a true predicted interaction that could not be considered a chance event). Thus, their down‐modulation might be a direct consequence of *LncKLHDC7B* knockdown. 

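The 13 genes of Fig. 4D reported here fell in cells with shRNA-1. PTBP2, a splicing regulator best known in neurons, fell most, with a log2 signal of 10.28 ± 0.08 (SD, n = 3) with shRNA-1 and 12.05 ± 0.32 (SD, n = 3) with NC, a log2 fold change of -1.77 (standard error 0.16, adjusted p = 0.00973 from limma). RCN2, a calcium-binding protein of the endoplasmic reticulum, fell by 1.70 on the log2 scale. NEMP1 (TMEM194A in the paper), a protein of the nuclear envelope, fell by 1.54 and RTN3, which shapes the endoplasmic reticulum, by 1.41. ZNF367, a zinc finger protein, MED24, a subunit of the Mediator complex, the sodium/proton exchanger SLC9A8 and the deubiquitinase OTUD3 fell by 1.30, 1.24, 1.20 and 1.20.
Smaller falls were those of the diacylglycerol kinase DGKE (-1.11), the hyaluronan-related protein CEMIP2 (-1.06, TMEM2 in the paper), C6orf62 (-1.04) and EZH2 (-0.96), the histone methyltransferase of the PRC2 complex. The histone deubiquitinase MYSM1 fell by less than C6orf62 and by more than EZH2. In each of the 13 the arrays with shRNA-1 and NC did not overlap, as in 20.4% of all clusters (10% by chance), and all 13 also passed when adjusted over the list alone. The study chose these genes on the same arrays, so neither count is independent evidence of their direction, nor is the shift of the whole list of Fig. 4D (camera, adjusted p = 4.33e-24, and adjusted p = 0.191 with an estimated correlation). All 13 kept a lower signal without each array in turn, but none passed the adjusted p without shRNA-1 replicate 2 and 3 passed without NC replicate 2. The predicted interactions were not analysed here.

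**Figure D3:**
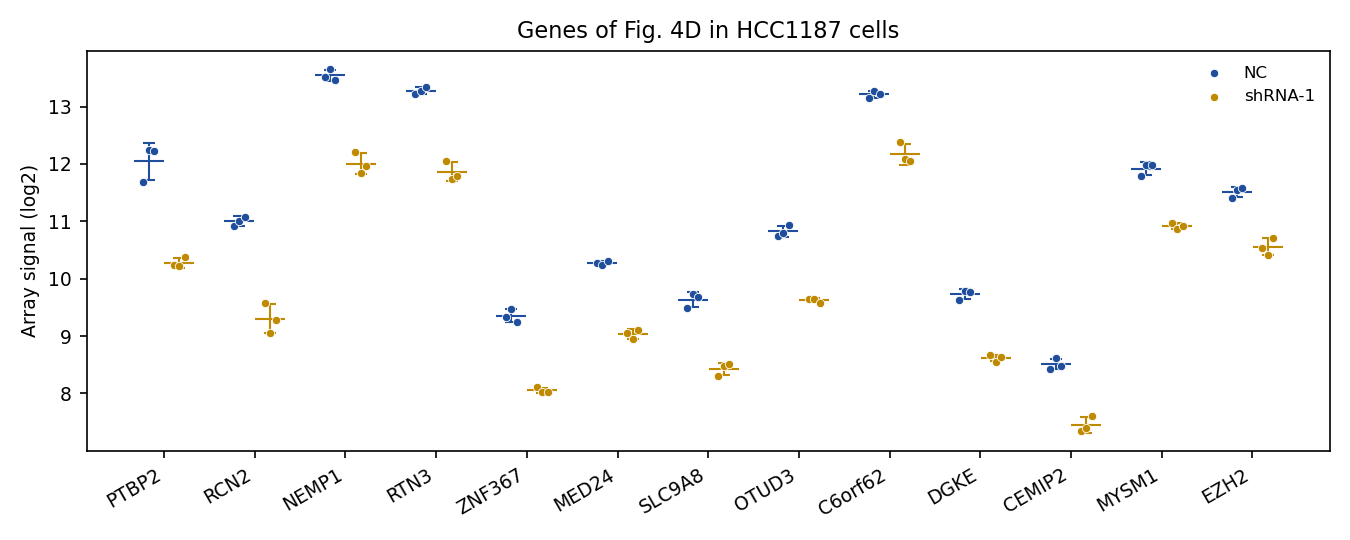
Log2 signal of 13 genes of Fig. 4D in HCC1187 cells. Each point is an array, the long line is the mean of 3 arrays and the bars are the SD, and every array with shRNA-1 lies below every array with NC for each gene.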

The regulator‐signaling network mediated by *LncKLHDC7B* in the IM cell line model is described in Fig. 4D and Table S6. This approach provided relevant information to identify valuable lncRNA–mRNA interactions for predicting RNA targets and figuring out the possible biological function of the lncRNA.

### 3.7 *LncKLHDC7B* modulates the expression of genes associated with relevant hallmarks of cancer

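Small numbers of genes of cell division, cell adhesion and cell death passed the adjusted p in HCC1187 cells with shRNA-1. Of all 23781 clusters with a single gene symbol 1083 passed, so a few members that pass do not by themselves show that a list changed. Of 38 measured genes of mitosis, 7 fell, none rose and 31 did not pass the test (21 fell and 1 rose when adjusted over the list alone). As a list they were lower against all other named genes in camera with a preset correlation (median log2 fold change -0.43, adjusted p = 6.5e-09). This call was lost with an estimated correlation (adjusted p = 0.283). The estimate for this list was 0.365, far above the preset 0.01. With an estimated correlation p rose also for some lists whose estimate lay below the preset value. A lost call therefore need not come from correlation alone. The list also passed in 5 of 9 other splits of the arrays. Those splits mix arrays of both groups, so part of a group difference stays in them and such passes do not measure chance. The 7 include the cyclin CCNA2 (log2 fold change -1.23), BIRC5 (-1.08), which encodes survivin, and the kinases AURKB (-0.70) and AURKA (-0.58). Of 20 integrins, which anchor cells to the matrix, ITGA1 (1.08) and ITGA4 (0.51) rose and none fell (3 rose when adjusted over the list alone).
Of 27 mesenchymal genes, SPARC (0.96), a matrix protein, and CAV1 rose and VIM (-0.79), an intermediate filament protein, fell (4 rose and 1 fell when adjusted over the list alone). CAV1, TNC and MMP2 in this list are also genes that the study picked on these arrays. Of 19 epithelial genes CDH1 (0.63), the adhesion molecule E-cadherin, rose and 18 did not pass the test (3 rose when adjusted over the list alone). Among 31 metalloproteinases and their inhibitors, the proteases ADAM19 (0.63) and ADAM9 and the inhibitor TIMP3 (0.65) rose, and the protease ADAM10 (-0.72) fell (6 rose and 1 fell when adjusted over the list alone). ADAM9 and MMP2, both among the 6, are genes that the study picked on these arrays.
Of 24 pro-apoptotic genes, DIABLO (-0.45), which relieves inhibition of caspases, fell and none rose (4 fell and 1 rose when adjusted over the list alone, and PMAIP1, among the 4, is a gene that the study picked on these arrays). Of 8 anti-apoptotic genes, MCL1 (-0.86) and XIAP (-0.47) fell, and none rose, in both adjustments. Of 23 targets of p53, PPM1D (-0.94), RRM2B (-0.90) and MDM2 (-0.71) fell and none rose (5 fell and 1 rose when adjusted over the list alone). PPM1D and MDM2 are known to restrain p53.
The other lists were tested in the same way with camera and a preset correlation. All lists were written after Tables S5 and S6 of the paper, made from these arrays, had been read, so they may not be independent of these values. Integrins (median log2 fold change 0.10, adjusted p = 0.0126) and mesenchymal genes (median 0.07, adjusted p = 0.0207) were higher, calls lost with adjusted p = 0.399 and adjusted p = 0.480 with an estimated correlation. Fibroblast markers, which the mesenchymal list resembles, were also higher (median 0.09, adjusted p = 0.0142, and adjusted p = 0.193 with an estimated correlation), with LUM (0.75), a matrix proteoglycan, as the 1 member of 8 that rose (2 when adjusted over the list alone). Epithelial genes (adjusted p = 0.0791), metalloproteinases (0.166), pro-apoptotic genes (0.181), anti-apoptotic genes (0.168) and p53 targets (0.140) did not pass in camera. The integrin call ended without shRNA-1 replicate 1 (adjusted p = 0.0791) or NC replicate 3 (0.0545), and the mesenchymal call without shRNA-1 replicate 1 (0.0587), shRNA-1 replicate 2 (0.0514) or NC replicate 3 (0.0838). Without NC replicate 3 the p53 targets passed as lower (0.0299).

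**Figure D4:**
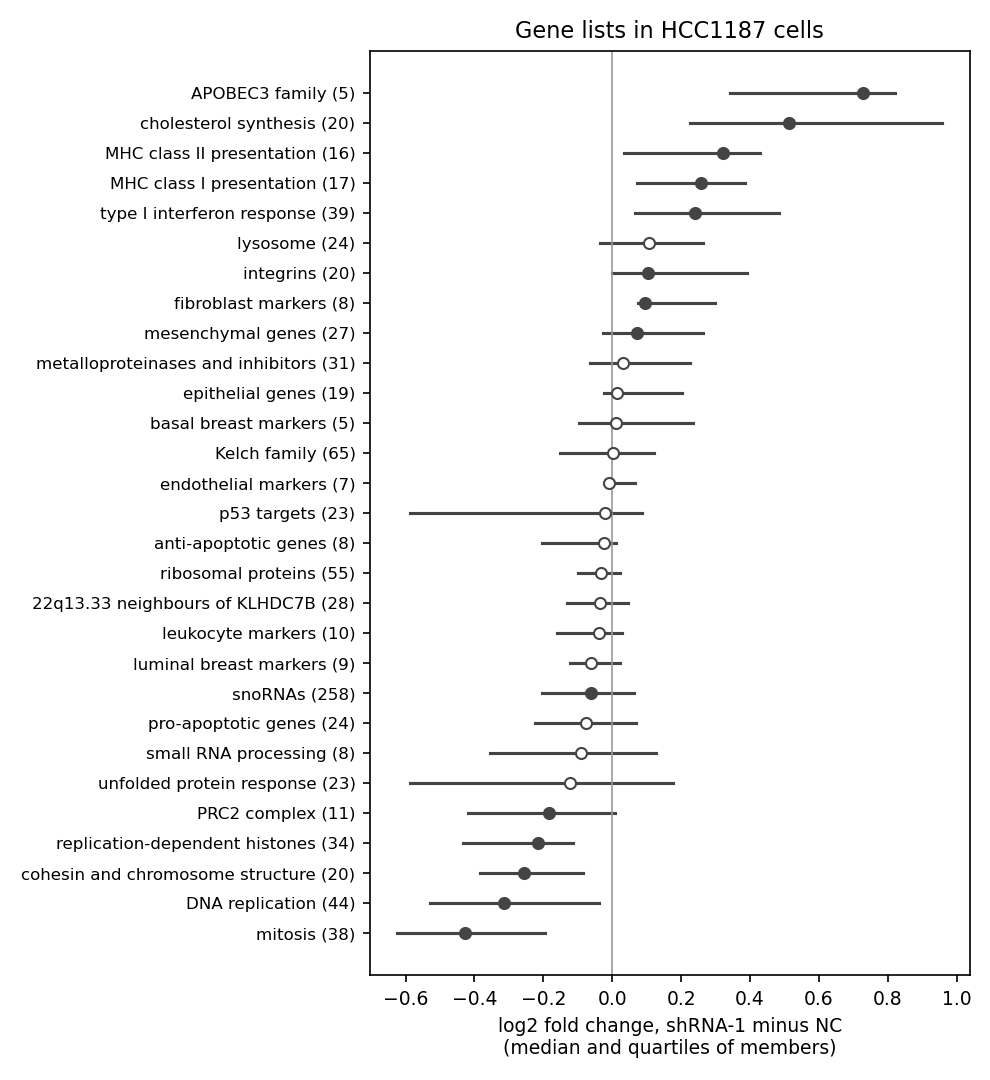
Median log2 fold change (shRNA-1 minus NC) of 29 gene lists, with the number of measured members in brackets. Points are medians and lines run from the lower to the upper quartile of members, and filled points mark lists past an adjusted p of 0.05 in camera with the preset correlation, from mitosis at -0.43 to the APOBEC3 family at 0.73.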

To investigate the global impact of *LncKLHDC7B* inhibition in the IM cell line model, we performed an Ingenuity Pathway Analysis on up‐ or down‐modulated targets after *LncKLHDC7B* reduction, which revealed a significant over‐representation of cancer‐relevant pathways related to cell migration, cellular death, apoptosis, and invasion (Fig. 5A).

**Figure 5:**
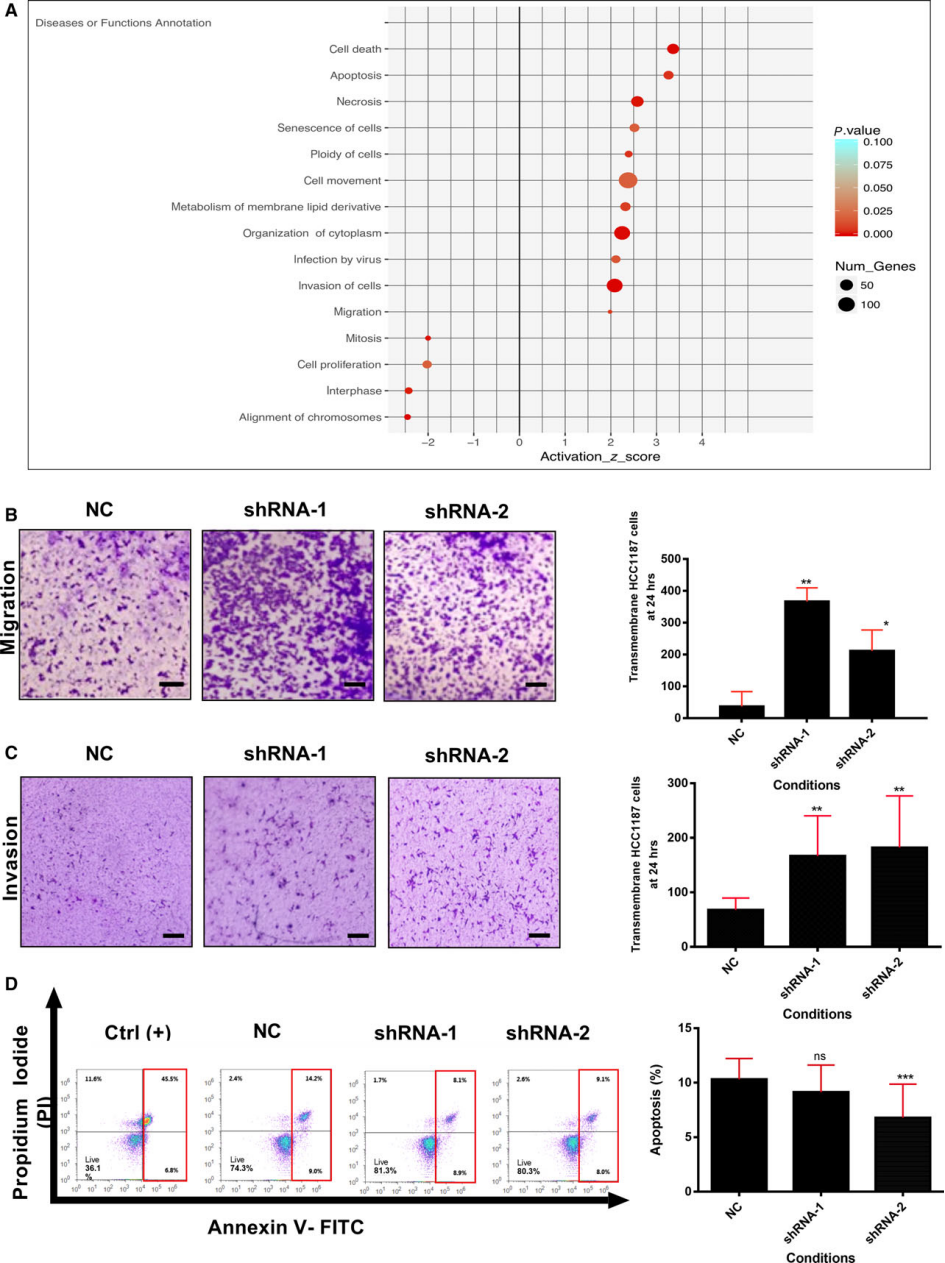
Enrichment and functional analysis for the silencing of *LncKLHDC7B* in HCC1187 cell line. (A) Enrichment of biological process from transcriptional alteration by *LncKLHDC7B* silencing in HCC1187 cell line (IPA analysis). The size of the circle represents the number of genes involved in the biological process; the color indicates the statistical significance. (B) Transwell migration and (C) invasion assay showed that *LncKLHDC7B* silencing increases the migration and invasion of HCC1187. Representative images are shown on the left and quantification on the right. Scale bar: 50 μm. (D) Flow cytometric analysis of apoptosis (early and late) in HCC1187 cell transfected with control and shRNA‐1 and ‐2 after Annexin V/PI staining. All data are shown as the mean ± SD of at least three independent experiments. Student's *t* test was performed to determine significance of NC vs shRNA: *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.8 Silencing of *LncKLHDC7B* increases cellular migration and invasion, and decreases cell death

*LncKLHDC7B* knockdown significantly increased the ability of cells to migrate in comparison with control HCC1187 cells (Fig. 5B,C). This oncogenic phenotype could be achieved by the observed up‐modulation of *TNC, CDH3, APP, EPS8,* and *CAV1,* as previously reported (Baek *et al*., 2010; Chen *et al*., 2015a; Diaz *et al*., 2014; Lim *et al*., 2014; Zhang *et al*., 2016). 

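Of these migration genes, EPS8 and CAV1 rose on the arrays of cells with shRNA-1, and TNC, CDH3 and APP had higher means that did not pass the adjusted p. EPS8, a regulator of actin dynamics, had a log2 signal of 9.71 ± 0.09 (SD, n = 3) with shRNA-1 and 8.78 ± 0.05 (SD, n = 3) with NC, a log2 fold change of 0.93 (standard error 0.08, adjusted p = 0.00973 from limma). CAV1, the scaffold protein of caveolae, had 6.91 ± 0.13 (SD, n = 3) and 6.32 ± 0.05 (SD, n = 3), a log2 fold change of 0.59 (standard error 0.09, adjusted p = 0.0282). The amyloid precursor APP had a log2 fold change of 0.77 (standard error 0.16, adjusted p = 0.0565). For TNC, a matrix glycoprotein, and CDH3, the adhesion molecule P-cadherin, these values were 1.11 (standard error 0.30, adjusted p = 0.121) and 0.53 (standard error 0.15, adjusted p = 0.131).
In all 5 the arrays of the groups did not overlap, as in 20.4% of all clusters (10% by chance). All 5 passed when adjusted over the list alone. The study chose them on these arrays, so neither count is independent evidence, nor is the shift of the list. As a list they were higher (median log2 fold change 0.77, camera, adjusted p = 2.98e-05, and adjusted p = 0.193 with an estimated correlation). EPS8 missed the adjusted p without shRNA-1 replicate 2 (0.0817) or NC replicate 2 (0.0685), and CAV1 missed it without any 1 array other than shRNA-1 replicate 3 (0.043). APP passed without NC replicate 1 (0.0453). With the replicate number as a block, a pairing that neither the labels nor the paper give, TNC, CDH3 and APP passed too.

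**Figure D5:**
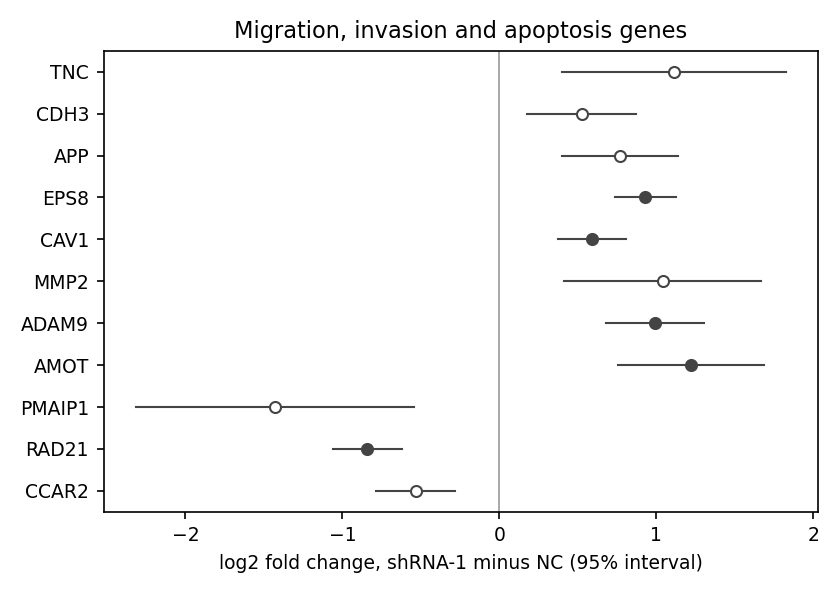
Log2 fold change (shRNA-1 minus NC) of the genes the paper names for migration (TNC to CAV1), invasion (MMP2 to AMOT) and apoptosis (PMAIP1 to CCAR2). Points are differences of the means of 3 arrays, lines are 95% confidence intervals and filled points mark an adjusted p under 0.05, with 5 filled points among 11.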

As shown in Fig. 5C, the invasion ability of HCC1187 cells transfected with shRNA was significantly enhanced compared with the control group. This phenotype might be related to the up‐modulation (Table S5) of genes that have been previously involved in the invasion process, such as *MMP2* (Fagan‐Solis *et al*., 2013; Kim and Rhee, 2016), *ADAM9* (Micocci *et al*., 2013), and *AMOT* (Zhang and Fan, 2015). Additionally, the depletion of *LncKLHDC7B* decreased the number of apoptotic cells, reaching ~ 23% of reduction in HCC1187 cells going through apoptotic death (Fig. 5D). This effect might be explained by the down‐regulation of genes related to the induction of apoptosis, such as *PMAIP1* (Zhao *et al*., 2014), *RAD21* (Chen *et al*., 2002; Pati *et al*., 2002), and CCAR2 (known as *DBC1*) (Kim *et al*., 2008), that we observed to be under‐expressed after *LncKLHDC7B* silencing (Table S5).

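Of the invasion genes, ADAM9 and AMOT rose in cells with shRNA-1. ADAM9, a membrane-bound metalloproteinase, had a log2 signal of 10.62 ± 0.12 (SD, n = 3) with shRNA-1 and 9.63 ± 0.23 (SD, n = 3) with NC, a log2 fold change of 0.99 (standard error 0.13, adjusted p = 0.0190 from limma). AMOT, the angiostatin-binding protein angiomotin, had 13.39 ± 0.31 (SD, n = 3) and 12.17 ± 0.29 (SD, n = 3), a log2 fold change of 1.22 (standard error 0.20, adjusted p = 0.0298). The secreted gelatinase MMP2 had a log2 fold change of 1.04 (standard error 0.27, adjusted p = 0.104), which did not pass.
In all 3 the arrays of the groups did not overlap, as in 20.4% of all clusters (10% by chance), and all 3 passed when adjusted over the list alone. The study chose them on these arrays, so neither count is independent evidence, nor is the shift of the list. The list had a median log2 fold change of 1.04 (camera, adjusted p = 0.00117, and adjusted p = 0.191 with an estimated correlation). AMOT missed the adjusted p without any 1 of the 6 arrays (0.059 to 0.128), and ADAM9 without shRNA-1 replicate 1 (0.0629), shRNA-1 replicate 2 (0.110), NC replicate 2 (0.101) or NC replicate 3 (0.0574). MMP2 passed without shRNA-1 replicate 3 (0.0445). It also passed with the replicate number as a block, a pairing that neither the labels nor the paper give.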

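RAD21, a cohesin subunit whose cleavage also takes place in apoptosis, fell in cells with shRNA-1, while PMAIP1 and CCAR2 had lower means that did not pass the adjusted p. RAD21 had a log2 signal of 11.74 ± 0.08 (SD, n = 3) with shRNA-1 and 12.58 ± 0.12 (SD, n = 3) with NC, a log2 fold change of -0.84 (standard error 0.09, adjusted p = 0.0133 from limma). PMAIP1, which encodes the BH3-only protein NOXA, had 11.14 ± 0.73 (SD, n = 3) and 12.57 ± 0.42 (SD, n = 3), with a log2 fold change of -1.43 (standard error 0.37, adjusted p = 0.112). CCAR2, an inhibitor of the deacetylase SIRT1, had a log2 fold change of -0.53 (standard error 0.11, adjusted p = 0.0541).
The groups did not overlap in any of the 3, as in 20.4% of all clusters (10% by chance), and all 3 passed when adjusted over the list alone. The study chose this list on these arrays, so neither count is independent evidence, nor is the shift of the list. Its median log2 fold change was -0.84 (camera, adjusted p = 0.00102, and adjusted p = 0.191 with an estimated correlation). RAD21 missed the adjusted p without shRNA-1 replicate 2 (0.0912) or NC replicate 2 (0.0749). PMAIP1 and CCAR2 passed with the replicate number as a block, a pairing that neither the labels nor the paper give.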

To determine whether the silencing effect of *LncKLHDC7B* on cellular migration, invasion, and apoptosis events are exclusive for triple‐negative breast cancer, we silenced lncRNA in two additional cell lines (BT‐20 and MCF‐7). Interestingly, the down‐regulation of *LncKLHDC7B* in the MCF‐7 luminal cell line affected *KLHDC7B* mRNA expression (Fig. 6A). Moreover, silencing promoted migration and invasion (Fig. 6B,C) of MCF‐7 cells, as well as a resistance to apoptosis (18–24%), compared with the control group (Fig. 6D).

**Figure 6:**
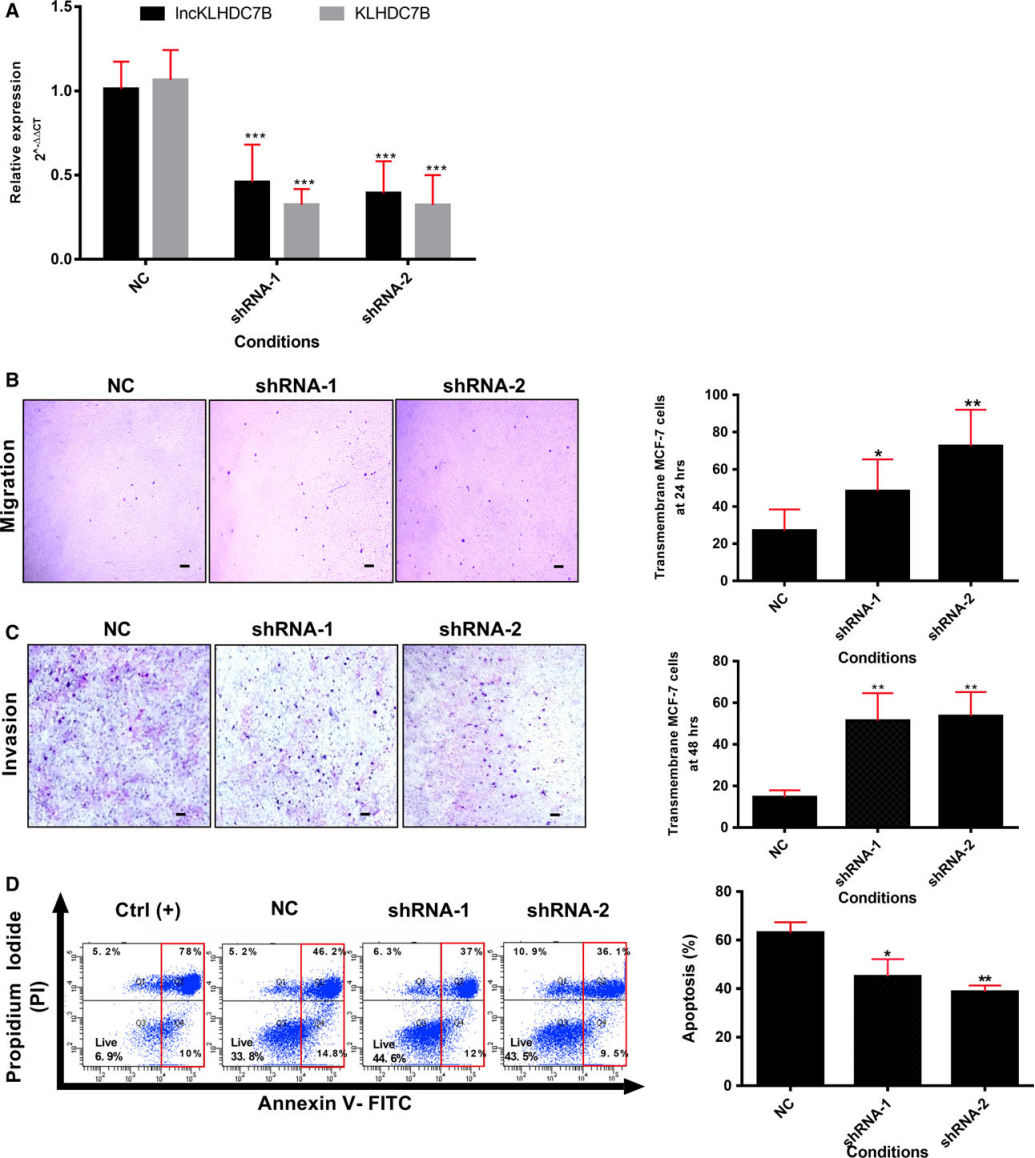
The silencing of *LncKLHDC7B* modulates breast cancer cell migration and invasion as well as resistance to apoptosis in MCF‐7. (A) The expression of *LncKLHDC7B* and *KLHDC7B* in MCF‐7 cells transfected with NC or shRNA‐1 or ‐2 was determined by qRT‐PCR. (B) Transwell migration and (C) invasion assay showed that *LncKLHDC7B* silencing increases the migration and invasion of MCF‐7. Representative images are shown on the left and quantification on the right. Scale bar: 25 μm. (D) Flow cytometric analysis of apoptosis (early and late) in MCF‐7 cell transfected with control and shRNA‐1 and ‐2 after Annexin V/PI staining. All data are shown as the mean ± SD of at least three independent experiments. Student's *t* test was performed to determine significance of NC vs shRNA: *P < 0.05, **P < 0.01, ***P < 0.001.

However, in the triple‐negative cell line BT‐20, we were only able to obtain a 35% of inhibition of *LncKLHDC7B*, and we only observed a 34% down‐regulation of *KLHDC7B* (Fig. S7a,b). In addition, the migration, invasion, and resistance to apoptosis were enhanced, albeit non‐significantly, by an shRNA (shRNA‐1) that had the greatest effect on the silencing the lncRNA in this particular cell line (Fig. S7b‐d).

### 3.9 Clinical implications of *LncKLHDC7B* and *KLHDC7B* expression in triple‐negative breast cancer

To investigate the potential clinical implication of down‐regulating *LncKLHDC7B* and *KLHDC7B* in triple‐negative breast cancer, we identified and analyzed public data (Anaya, 2016; Curtis *et al*., 2012; Lanczky *et al*., 2016) with available mRNA or lncRNA expression profiles and clinical information (disease‐free survival or overall survival). The down‐modulation of *KLHDC7B* was associated with an increased probability of a recurrent or metastatic event (*n* = 161, *P* = 0.0053, Fig. 7A), but not with risk of death (*n* = 133, *P* = 0.212; Fig. 7B) compared with samples showing a higher expression of the gene. We did not detect a significant probability of death in tumors with low expression of the lncRNA in triple‐negative breast cancer samples (Fig. 7C, but a generalized analysis in breast cancer showed that the low *KLHDC7B* and *LncKLHDC7B* expression was significantly associated with lower survival (HR 1.910, 95% CI 1.147–3.233, log‐rank test, *P* = 0.0137 and HR 1.933, 95% CI 1.161–3.273, log‐rank test, *P* = 0.0120, respectively) compared with patients who presented higher expression of both transcripts (Fig. S8).

**Figure 7:**
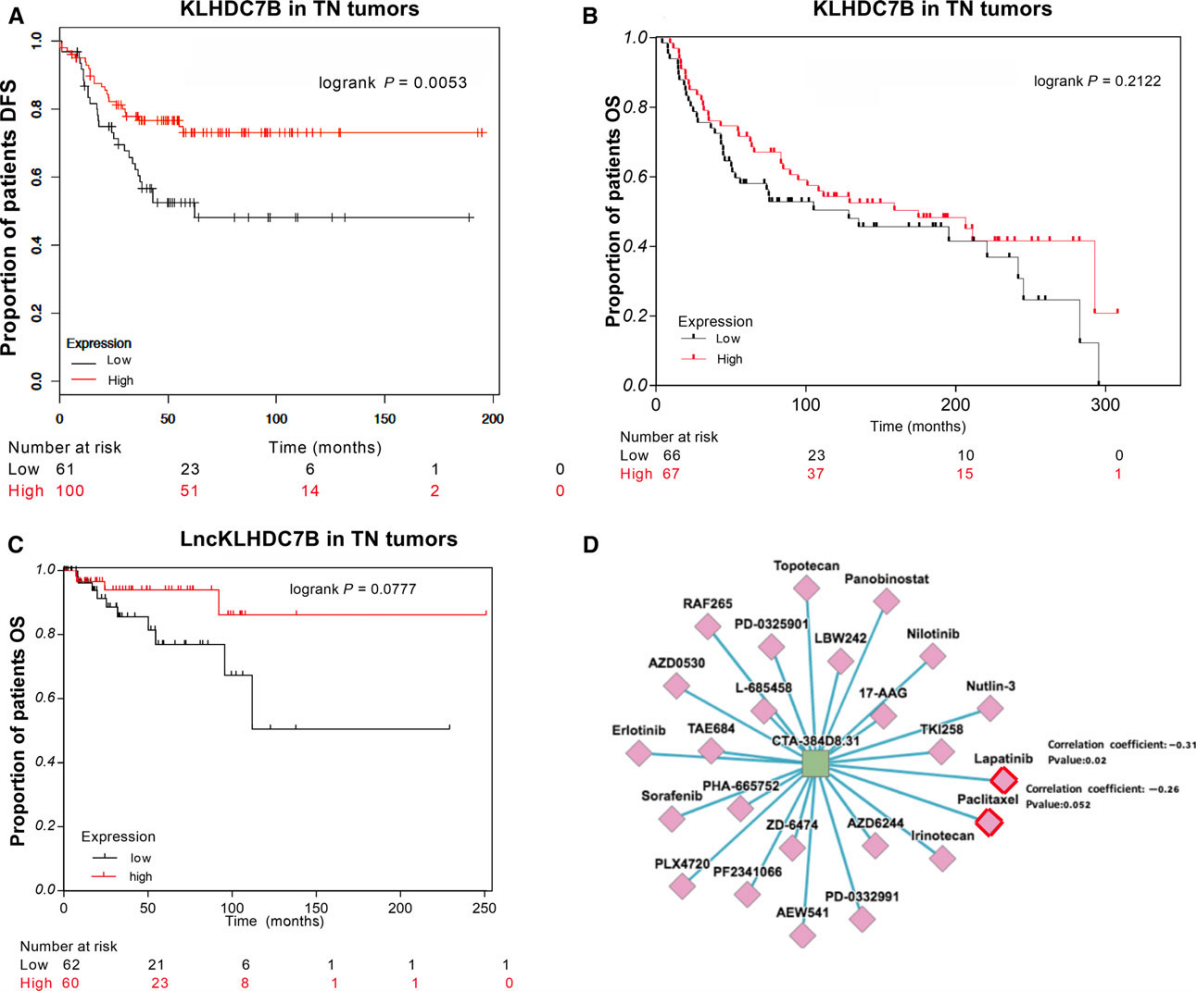
Clinical implications of the sub‐expression of *LncKLHDC7B* and *KLHDC7B* in TNBC. (A) Kaplan–Meier analysis curve of the disease‐free survival (DFS) of TNBC according to *KLHDC7B* expression. (B) Kaplan–Meier analysis of overall survival (OS) according to *KLHDC7B* expression. (C) Kaplan–Meier analysis of prognostic relevance of *LncKLHDC7B* expression from public data. (D) *In silico* prediction of susceptibility to USFDA‐approved treatment drugs related with *LncLHDC7B* expression in triple‐negative breast cancer cell line.

Previous studies and our results shown above indicated that lncRNA is differentially expressed between TN breast cancer subtypes, thus lncRNA may be explored as a new class of clinical biomarkers for therapy response or targets for drug discovery (Arun *et al*., 2018; Prabhakar *et al*., 2017; Wu and Du, 2017). To identify drug‐related lncRNA in breast cancer, we explored the association of the *LncKLHDC7B* levels and drug activity with the lncMAP tool (Li *et al*., 2018) (http://bio-bigdata.hrbmu.edu.cn/LncMAP/index.jsp), which computes the Spearman correlation coefficient between lncRNA expression and the half maximal inhibitory concentration (IC_50_) values of 24 drugs approved for oncology purposes in TNBC cell lines. We observed a significant negative correlation between the expression of *LncKLHDC7B* and concentrations of lapatinib and paclitaxel (Fig. 7D), which are being evaluated in various clinical trials (https://clinicaltrials.gov/ct2/home).

## 4 Discussion

Triple‐negative breast cancer is a heterogeneous disease at the cellular, molecular, and clinical levels (Lehmann *et al*., 2011). Long non‐coding RNA have recently emerged as important players implicated in relevant biological processes (Martin and Chang, 2012) as well as potential cancer biomarkers or therapeutic targets (Arun *et al*., 2018; Chandra Gupta and Nandan Tripathi, 2017; Prabhakar *et al*., 2017; Wan *et al*., 2016; Wu and Du, 2017). In the present study, we classified TNBC using mRNA expression profiles (Chen *et al*., 2012) and identified several lncRNA expressed in specific tumor subtypes. The most frequent subtypes in our sample collection were mesenchymal‐like and immunomodulatory, consistent with previous reports (Lehmann *et al*., 2011; Liu *et al*., 2016; Masuda *et al*., 2013). Regarding tumor subgrouping and clinical characteristics, we did not detect any significant association between TNBC subtypes and tumor size, histology or survival data, except for tumor grade.

A class comparison analysis identified a profile of 710 differentially expressed lncRNA among the 156 samples belonging to different TNBC subtypes. A guilt‐by‐association analysis revealed the possible biological pathways associated with the lncRNA expressed for each of the TNBC subtypes except for BL2, possibly due to lack of correlation between the expression of mRNA and lncRNA.

Overall, our findings indicate that lncRNA expression patterns can distinguish TNBC subtypes and that lncRNA might be involved in important pathways related to tumor biology, contributing to the regulatory circuits between lncRNA and mRNA. There was a quite interesting relationship between lncRNA and the immunomodulatory subtype, one of the altered tumor groups in the context of lncRNA transcriptional landscape, in which lncRNA activity seems to impact an important number of pathways involved in the establishment of the immune infiltrated phenotype. Given these results, we decided to further characterize the IM subtype.

In the IM subtype, *LncKLHDC7B* and *KLHDC7B* were up‐regulated with positive correlated expression (*r* ^2^ = 0.9, *P* < 0.0001; Fig. S4), suggesting that the antisense lncRNA might regulate the expression of the *KLHDC7B* coding gene.

Several lines of evidence indicated the importance of the *LncKLHDC7B*/*KLHDC7B* pair of transcripts, including that *LncKLHDC7B* expression is specific for the IM subtype (or, based on our analyses, on breast cancer in a generalized way). *LncKLHDC7B* expression levels are significantly correlated with its coding gene (localized in the same locus) and our guilt‐by‐association analysis highlighted a correlation between lncRNA and key cancer‐related pathways.

*KLHDC7B* (Kelch Domain Containing 7B) is a protein member of the Kelch superfamily, proteins related to cellular processes such as cytoskeletal rearrangement and protein degradation (Adams *et al*., 2000). Alterations in this protein superfamily have been associated with various types of cancer, including leukemia, lung, prostate, brain, and Hodgkin's disease (Gupta and Beggs, 2014). To the best of our knowledge, the only report that associates this gene with breast cancer, reported the hypermethylation and over‐regulation of this gene in mammary tumors, suggesting a possible role as an epigenetic marker (Kim *et al*., 2010). However, the role of its non‐coding antisense *LncKLHDC7B* was unknown.

*LncKLHDC7B* is a 260‐base transcript and has two exons. At the genomic level *LncKLHDC7B* is an antisense lncRNA of ~ 1.26 Kb, located on the long arm of chromosome 22q13.33, sharing a locus with the *KLHDC7B* gene (Kent *et al*., 2002; Volders *et al*., 2015). Different approaches have demonstrated the potential role of lncRNA as regulators of the expression of genes in *cis* or in *trans* (Engreitz *et al*., 2016; Gupta *et al*., 2010). We first corroborated the positive correlation in the expression of *LncKLHDC7B* and *KLHDC7B* in independent tumor datasets and in cell lines. This over‐expression was corroborated in the immunomodulatory HCC1187 cell line. Subsequently, we silenced the *LncKLHDC7B* using shRNA, which resulted in the repression of the *KLHDC7B* coding gene. Thus, *LncKLHDC7B* might be acting as a *cis* transcriptional regulator of its coding gene *KLHDC7B*.

We also analyzed the effects of *LncKLHDC7B* knockdown on the global transcriptional landscape in HCC11887 cells. We found that expression of several genes was modified after silencing the lncRNA, suggesting its potential role as a transcriptional regulator in *trans*. Enrichment pathways analysis identified a significant up‐modulation of cell death, necrosis, apoptosis, cell movement, migration, invasion, and organization of cytoplasm upon lncRNA silencing. Interestingly, we observed the deregulation of several genes of the Kelch family both upwards and downwards, some of them related to processes such as cell migration and invasion, as well as apoptosis (Lian *et al*., 2016; Ohta *et al*., 2010).

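Both directions were seen among Kelch family genes of Table S5 in cells with shRNA-1. KLHL4 (log2 fold change 0.98, standard error 0.12, adjusted p = 0.0167 from limma), KLHL5 (0.80, adjusted p = 0.0187), KLHL14 (0.80, adjusted p = 0.0271) and KLHL2 (0.65, adjusted p = 0.0305) rose. KLHL15 (-0.76, standard error 0.10, adjusted p = 0.0182) and KLHL11 (-0.66, adjusted p = 0.0242) fell. KLHL41 (0.81, adjusted p = 0.0793) and KLHDC4 (-0.67, adjusted p = 0.111) did not pass the test. Both passed with the replicate number as a block, a pairing that neither the labels nor the paper give. The arrays of the groups did not overlap for any of these 8 genes, and the directions are those of the paper's Table S5. That table was selected on these same arrays, so neither is independent evidence. With each array left out in turn, KLHL4 and KLHL5 passed the adjusted p in 3 of the 6 fits, KLHL15 in 2 and KLHL14, KLHL2 and KLHL11 in 1, and none of these 6 genes passed without shRNA-1 replicate 2 or NC replicate 2.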

Previous studies showed that silencing *KLHL39*, another member of the Kelch family, increased cell migration and invasion, and decreased cell death by anoikis (Chen *et al*., 2015b). In accordance with these data, we showed that silencing *LncKLHDC7B* significantly increased the cellular migration and invasion, as well as the resistance to apoptosis in HCC1187 and MCF‐7 cells. These observations are also supported by our analysis of the BT‐20 cell line (which showed higher expression of *LncKLHDC7B* and *KLHDC7B*), where a ~ 30% silencing was obtained by one of the shRNA, although in a non‐significant way, of migration and cellular invasion with a tendency toward resistance to apoptosis. In general, these observations suggest that the effect of *LncKLHDC7B* and *KLHDC7B* inhibition might be applicable beyond the triple‐negative subtype.

Previous studies suggest that the overexpression of protein members of the Kelch family, such as *KLHL2,* increases apoptosis (Tseng and Bixby, 2011) or, in the case of silencing *KLHDC7B,* favors death resistance, as previously published (Jeong *et al*., 2018). Here, we show that the silencing of *LncKLHDC7B* led to resistance to cell death. Similarly, it has been reported that silencing of members of the Kelch family leads to death resistance by anoikis and is associated with lower survival in colorectal cancer (Chen *et al*., 2015b).

These results support the potential role of *LncKLHDC7B* as a gene expression regulator of *KLHDC7B*, and its association with cytoskeletal rearrangement, cell migration, and invasion. Further evidence of the potential role of the *LncKLHDC7B*–*KLHDC7B* correlated expression in cancer comes from the recent description of a novel 5′ alternative splicing site in the *KLHDC7B* gene in cervical squamous cell carcinoma. This novel splice site coincides with the location of a lncRNA (Tcons_00029745) and was related to cellular differentiation and tumor size in this disease (Guo *et al*., 2015).

Our data indicate that *LncKLHDC7B* is required for cell migration and invasion inhibition, and contributes to apoptosis induction, suggesting its important regulatory activity in TNBC tumors with enrichment of *LncKLHDC7B,* or maybe a generalized process in breast cancer.

To explore further the altered expression of *LncKLHDC7B* and *KLHDC7B* and their clinical implication in breast cancer, we evaluated the correlation between their expression and survival probability in a public database. Down‐regulation of *KLHDC7B* was associated with lower disease‐free survival and *LncKLHDC7B* was closely associated with poor clinical outcome in triple‐negative tumors and breast cancer in general. As far as we know, this is the first report of the association of *KLHDC7B* or *LncKLHDC7B* expression with poor prognosis in breast cancer. In addition, we analyzed the clinical implication of *LncKLHDC7B* expression and oncological drugs. Our results suggest a higher sensitivity to lapatinib and paclitaxel in cells over‐expressing the *LncKLHDC7B*; however, the limitation of this approach was the lack of *in vitro* validation.

## 5 Conclusions

We explored the lncRNA expression landscape of the very complex and heterogeneous disease represented by triple‐negative breast cancer, and identified several lncRNA with subtype‐specific expression. Through this analysis we unveiled a correlation in the expression of diverse lncRNA with their corresponding coding genes in the IM subtype, including *LncKLHDC7B*‐*KLHDC7B*. Silencing of *LncKLHDC7B* led to altered expression of *KLHDC7B,* a member of the Kelch family, and increased cell migration and invasion with decreased apoptosis, indicating that *LncKLHDC7B* may modulate the aggressiveness of breast cancer IM subtype at least in part by regulating the expression of its host gene *KLHDC7B*. We observed a consistent trend toward shorter survival for patients with low expression levels of *LncKLHDC7B* and *KLHDC7B*. Although the clinical relevance of *LncKLHDC7B* expression remains incompletely understood, our results reaffirm the down‐modulation of these transcripts in patients with aggressive clinical TN tumors and suggest their association with poor outcomes. These data must be further characterized to elucidate the exact mechanism involved in these observations.

## Author contributions

B.A.: performed most of the experimental work and data analysis. R.C., C.T., R.R.: data analysis and discussion. R.V., A.R., J.M., R.G.: sample collection and processing. A.O.: data analysis. B.P.: histopathological review of the cases. D.R., V.C., T.T.: patient identification and clinical follow up. T.E., I.M., B.A., H.M.: project coordination and leadership, data analysis, and study design. All authors contributed to the writing of the manuscript.

## Conflict of interest

A.H.M. has received grants from Astra Zeneca, but these are not related to this particular project. All other authors declare no conflict of interest.

## Supporting information

**Table S1.** Gene ontology and KEGG pathway enrichment analysis from differentially expressed genes from TNBC subtypes.

**Table S2.** Differentially expressed lncRNA in the TNBC subtypes.

**Table S3.** *In silico* prediction of biological pathways by guilt‐by‐association analysis across lncRNA‐mRNA co‐expressed in the TNBC subtypes.

**Table S4.** Correlation analysis of coding and non‐coding genes co‐expressed positively in the immunomodulatory phenotype.

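The table lists transcript clusters that differed between cells with shRNA-1 and cells with NC, with the averages of each group on the log2 scale, the fold change, an ANOVA p and a false discovery rate. Its 1888 clusters can be computed from the deposited signals, since Tukey biweight averages of the arrays of each group match the 2 averages to within 0.006 and the ANOVA p matches to within 2% for all 1888. At the 1.5-fold change and p under 0.05 that its values share, 2134 clusters pass with those averages, and the table holds 1888 of them. The paper's table gives 912 as higher and 976 as lower, 1265 with a gene symbol, 453 past a 2-fold change, 2 with a false discovery rate under 0.05 and 243 with a rate of at most 0.1. In limma all 1888 had the same direction as in the table, and 1102 passed an adjusted p of 0.05.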

**Table S5.** Differentially expressed genes that are significantly modulated after *lncKLHDC7B* silencing in HCC1187 cells.

**Table S6.** Prediction lncRNA‐mRNA interactions from down‐regulated genes after silencing *lncKLHDC7B*.

**Fig. S1.** (a) Frequency of TNBC subtypes in this study and (b) other studies (Cancer Genome Atlas, 2012; Curtis *et al*., 2012; Lehmann *et al*., 2011; Liu *et al*., 2016; Masuda *et al*., 2013).
**Fig. S2.** Gene ontology from FFPE TNBC samples in this study.
**Fig. S3.** Independent validation of some LncRNA in TNBC subtypes.
**Fig. S4**. Correlation analysis of coding and non‐coding genes co‐expressed positively in the immunomodulatory phenotype.
**Fig. S5.** Guilt‐by‐association analysis.
**Fig. S6.** Up‐modulation of LncKLHDC7B and KLHDC7B in tumor samples of breast cancer.
**Fig. S7.** Functional analysis by the silencing of *LncKLHDC7B* in BT‐20 cell line.
**Fig. S8.** Kaplan–Meier curve of overall survival (OS).

How the deposited data were processed for this re-analysis (not part of the article)

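The samples were HCC1187 cells transfected with 3 μg of plasmid carrying shRNA-1 against LncKLHDC7B (3 arrays) or a negative control shRNA (NC, 3 arrays), taken 48 h after transfection and measured on the Affymetrix HTA 2.0 array. Of the 6 value columns, 0 could not be assigned to a sample. The tumour arrays, the RT-qPCR measurements, the migration, invasion and apoptosis assays, the cells with shRNA-2 and the other cell lines of the study were not analysed here. The log2 signals are as deposited by the authors, who made them with SST-RMA (signal space transformation, then robust multichip analysis), with 1 value per transcript cluster and array and no pooling of replicates, in the Affymetrix Expression Console according to the sample labels. The paper names robust multichip analysis with global scaling. The version of the Expression Console and of the library files is not given in the sources used here. That the table holds log2 signals was checked by computing the group averages of Table S5 from it.

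The table holds 70523 entries, of which 2995 are control probe sets and were left out, which leaves 67528 transcript clusters. The platform table gives 23781 clusters a single gene symbol, 1543 several symbols and 42204 none. Of those with a single symbol, 21497 matched a gene of the RefSeq annotation by Entrez identifier, which gave the current symbol, and 22465 genes were left when each gene was read by the cluster with the highest mean signal. RefSeq coordinates were not used, only names and neighbours. Array medians of the log2 signal were 4.99 to 5.05, background probes had medians of 3.35 to 3.46 and hybridization controls had means of 11.5 to 11.7. Correlations between arrays were 0.993 to 0.995 within a group and 0.989 to 0.993 between groups, as medians per array. Arrays have no counts, so their number, 3 per group, limits the precision.

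Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, shRNA-1 minus NC, two-sided, prior degrees of freedom 3.03), and p was adjusted by the Benjamini-Hochberg method over all 67528 clusters with a threshold of 0.05. Counts at the thresholds of the methods used an unadjusted p under 0.05 with a fold change above 2 or below -2, and counts at those of Table S5 a fold change of at least 1.5 either way. No filter on dim clusters and no further normalization were applied. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

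The gene lists, the named-gene rule, the tests and the first set of alternatives were chosen before the data were examined, except that Tables S5 and S6 of the paper, which hold averages of these arrays, had been read. Of 33 lists, 29 were written from general knowledge, by gene family, pathway, complex or cell type, and 4 are lists of the study (migration, invasion and apoptosis genes and the genes of Fig. 4D). Each list gives its members past the adjusted p over all clusters and adjusted over the list alone, its median log2 fold change, and camera in limma against all other genes of a background of 22469, with a preset correlation of 0.01 and p adjusted over the 33 lists. With the preset correlation 18 lists passed, and with a correlation estimated for each list 0 passed. The invasion genes had an estimated correlation of -0.0391, below the preset one, yet their camera p rose from 0.00039 to 0.0231. The estimated setting is thus stricter even where no correlation is seen, and a call lost with it need not come from correlation alone. For most lists that passed, the estimate lay above the preset, for example 0.365 for mitosis and 0.258 for cholesterol synthesis.

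Named genes were the LncKLHDC7B clusters and KLHDC7B, the genes the paper names in its text and in Fig. 4D, the Kelch family genes of Table S5, the 10 largest rises and the 10 largest falls among genes past the adjusted p whose groups did not overlap, and the 4 members with the smallest p of each list. These are 154 genes, of which 88 passed an adjusted p of 0.05. Of the paper's genes, TMEM194A, TMEM2 and DBC1 are given under their current symbols NEMP1, CEMIP2 and CCAR2. Genes of Fig. 4D and of the other study lists were read by the clusters of Tables S5 and S6. The results of some of these genes are not reported here.

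Alternatives were the ANOVA p of the methods without moderation, the replicate number as a block, quantile normalization, median centring, brighter clusters alone, a trended and robust prior, array weights, each array left out in turn, 1 cluster per gene, an adjusted p of 0.10, the estimated correlation, the mean of all clusters of a gene and other clusters of the locus. Cyclic loess, the removal of 1462 clusters of alternative chromosome copies, and Tukey biweight averages with the ANOVA p were added after seeing the data. All 10 splits of the arrays into 3 and 3 were also tested. Every split other than the real one mixes arrays of both groups on each side, so part of a group difference stays in it.

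The fit was tested on simulated data with the spread of these arrays. Of clusters changed 1.5-fold it called 14 of 67, of those changed 2-fold 54 of 67 and of those changed 4-fold 65 of 66. It also called 7 unchanged clusters. Only these few of 67528 clusters were changed, while 1821 passed in the data. The Benjamini-Hochberg threshold depends on that number, so these shares do not give the sensitivity of the real fit. A simulated list of 40 clusters shifted by 0.3 was called with both correlations, and 0 of 20 other lists were. The clusters were drawn at random and simulated independently of each other. This therefore does not test the preset correlation on lists whose members vary together.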

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

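Cyclic loess and the removal of clusters of alternative chromosome copies were chosen as tests only after the data had been seen. The gene lists were written after Tables S5 and S6 of the paper, made from these arrays, had been read. The list tests below were therefore not blind to these arrays. The results here are changes on the arrays of HCC1187 cells with shRNA-1 in gene lists other than the study's own, the Kelch family and mitosis, and in single genes that the paper's text does not name.

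Lists of cholesterol synthesis, antigen presentation and the interferon response passed as higher in camera with the preset correlation, and none passed with an estimated one. In camera, p of fibroblast markers rose from 0.00646 to 0.0479 although their estimated correlation was -0.0293, below the preset 0.01. A call lost with the estimated setting therefore need not come from correlation between genes. The other lists flagged here had estimates above the preset, from 0.0535 for the type I interferon response to 0.614 for the APOBEC3 family. For them correlation may be part of the cause. Of 20 measured genes of cholesterol synthesis 6 rose and none fell (12 rose when adjusted over the list alone), with SQLE (log2 fold change 1.03) and TM7SF2 (0.87) beside MSMO1 and HMGCS1, and the list median was 0.51 (camera, adjusted p = 1.53e-08, and adjusted p = 0.193 with an estimated correlation). Of 39 genes of the type I interferon response 6 rose and none fell (18 rose and 1 fell when adjusted over the list alone), among them USP18 (1.58), DDX60 (1.29) and DTX3L (0.97), with a median of 0.24 (adjusted p = 6.5e-09, and adjusted p = 0.191 with an estimated correlation). Of 17 genes of MHC class I presentation ERAP2 and ERAP1 (0.45) rose and none fell (3 rose when adjusted over the list alone), with a median of 0.26 (adjusted p = 0.000707, and adjusted p = 0.193 with an estimated correlation). Of 16 genes of MHC class II presentation HLA-DPA1 (0.96), HLA-DRA (0.70) and RFX5 (0.45) rose and RFXAP (-0.72) fell (9 rose and 1 fell when adjusted over the list alone), with a median of 0.32 (adjusted p = 0.00123, and adjusted p = 0.283 with an estimated correlation), and the clusters of HLA-DRA and HLA-DPA1 belong to an alternative chromosome copy. Of 5 members of the APOBEC3 family, which deaminate cytosine in DNA, APOBEC3C (0.82) rose (4 rose when adjusted over the list alone), with a median of 0.73 (adjusted p = 0.00183, and adjusted p = 0.283 with an estimated correlation).

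Lists of DNA replication, histones, cohesin and chromosome structure, the PRC2 complex and snoRNAs passed as lower with the preset correlation, and none passed with an estimated one. Of 44 genes of DNA replication 9 fell, with ORC1 (-0.93) and MCM2 (-0.83) among them, and GINS1 (1.26) and RPA1 (0.86) rose (22 fell and 4 rose when adjusted over the list alone), with a median of -0.32 (adjusted p = 1.47e-06, and adjusted p = 0.193 with an estimated correlation). Of 34 replication-dependent histones H2BC15 (-0.71), H2BC17 (-0.69) and H2BC11 (-0.62) fell and none rose (7 fell when adjusted over the list alone), with a median of -0.22 (adjusted p = 1.1e-06, and adjusted p = 0.264 with an estimated correlation). Of 20 genes of cohesin and chromosome structure CDCA5 (-0.72), SMC4 (-0.66) and NCAPG (-0.55) fell and none rose (8 fell and 1 rose when adjusted over the list alone), with a median of -0.26 (adjusted p = 0.000135, and adjusted p = 0.193 with an estimated correlation). Of 11 genes of the PRC2 complex, which methylates histone H3, EZH2 and SUZ12 (-0.60) fell and none rose in both adjustments, with a median of -0.18 (adjusted p = 0.029, and adjusted p = 0.283 with an estimated correlation), and EZH2 is also a gene that the study picked. Of 258 snoRNAs SNORD16, SNORD90 (-0.74) and SNORD37 (-0.69) fell and none rose (2 fell when adjusted over the list alone), with a median of -0.061 (adjusted p = 0.0367, and adjusted p = 0.563 with an estimated correlation). Integrins (median 0.10), mesenchymal genes (0.071) and fibroblast markers (0.095) passed as higher with the preset correlation, with adjusted p of 0.399, 0.480 and 0.193 with an estimated correlation.

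For these 13 lists, a trend with signal level between arrays was tested by cyclic loess, after which 12 kept their direction and an adjusted p under 0.05, which argues against such a trend as the whole cause. The exception was the PRC2 complex, whose median moved from -0.18 to -0.11 (adjusted p = 0.0850, and 0.0832 after quantile normalization, after which snoRNAs had 0.0559). Without the clusters of alternative chromosome copies MHC class II presentation kept its call (median 0.28, adjusted p = 0.0300), and the PRC2 complex alone among the 13 lost it (median -0.15, adjusted p = 0.0516). Dependence on a single array stays open, since 9 lists kept direction and call without each array in turn, while mesenchymal genes, integrins, the PRC2 complex (0.163 without shRNA-1 replicate 3 and 0.0759 without NC replicate 1) and snoRNAs (0.453 and 0.397 without these) lost the call without at least 1 of them. Among all 33 lists 18 passed in the real grouping and 13 at most in another split of the arrays, and 1 of 10 splits, the real one, reached 18, which is too few splits for a share under 0.05. The 18 include the 4 lists of the study, which were picked on the real grouping. Of these 13 lists, cholesterol synthesis passed in 6 of the 9 other splits, the type I interferon response, DNA replication, histones and snoRNAs in 4, MHC class I, MHC class II, the APOBEC3 family, cohesin and chromosome structure, mesenchymal genes and integrins in 2, and the PRC2 complex and fibroblast markers in 0. Each of these splits puts 2 arrays of a group with 1 of the other, so part of a group difference stays in it. Passing there is therefore no measure of chance. The largest median in another split, without its sign, was above that of the real grouping for mesenchymal genes (0.0996), integrins (0.111) and snoRNAs (0.146). Whether these changes come from the loss of LncKLHDC7B or from the hairpin itself was not tested, since the arrays hold 1 hairpin and 1 control.

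Among single genes, the largest rises were MSMO1 (2.10), EDIL3 (1.95), ERAP2 (1.94), SLC7A8 (1.78), HMGCS1 (1.75), HAND1 (1.70), SMARCA1 (1.69), SAMD9 (1.68), ITM2B (1.68) and CPNE8 (1.63), as log2 fold changes past an adjusted p of 0.05 in limma. The largest falls outside the genes of Fig. 4D were SNORD16 (-1.89), ERLIN1 (-1.77), RTN3P1 (-1.64), RBM26-AS1 (-1.52) and LIN7C (-1.31).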

How the results depend on the processing

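Cyclic loess, the removal of clusters of alternative chromosome copies and biweight averages were chosen only after the data had been seen. The count of 1821 clusters past the adjusted p became 2 with the ANOVA of the methods, which does not share variance between clusters (577 at an adjusted p of 0.10 and 9102 at an unadjusted p under 0.05), 1162 with a trended and robust prior, 2990 with array weights and 3612 at an adjusted p of 0.10. Without 1 array, when a group keeps 2 arrays, it ran from 0 to 1176 (0 without shRNA-1 replicate 2, 42 without NC replicate 2, 393 without shRNA-1 replicate 1, 505 without NC replicate 3, 716 without shRNA-1 replicate 3 and 1176 without NC replicate 1). Without shRNA-1 replicate 2 limma still gave 8036 clusters an unadjusted p under 0.05. Under the other settings, the block apart, it was 1681 to 2505, and after cyclic loess 1501 of the 1821 were shared and 62.9% of 1681 were higher. The count at 2-fold (535) became 211 with 1 cluster per gene, which tests fewer clusters, and 457 to 822 without 1 array (822 without NC replicate 1). The count at 1.5-fold (2537) became 1109 with 1 cluster per gene and 2233 to 3382 without 1 array. In the 10 splits of the arrays, 1 reached the real count for each of these results, and the highest of the other splits gave 0 past the adjusted p (7600 at an unadjusted p under 0.05), 275 at 2-fold and 1600 at 1.5-fold, with too few splits for a share under 0.05. The other splits mix arrays of both groups, so they keep part of a group difference and do not measure chance alone. Of the 154 named genes, 88 passed, 2 with the ANOVA, and 0 to 69 without 1 array (0 without shRNA-1 replicate 2, 6 without NC replicate 2, 44 without shRNA-1 replicate 1 and 44 without NC replicate 3). Of the 18 lists past the adjusted p, 0 passed with an estimated correlation, and 15 to 18 of them passed under every other setting (15 with brighter clusters alone). Over all 33 lists 16 to 19 passed under these. LncKLHDC7B turned direction after quantile normalization (0.0036) and median centring (0.0061), and ran from -0.11 to 0.075 without 1 array, and did not pass under any setting. KLHDC7B stayed at 0.06 to 0.16 and did not pass. Neither has a value among the brighter clusters, nor LncKLHDC7B with 1 cluster per gene. With the replicate number as a block 4528 clusters passed, 1811 of them shared, and TNC, CDH3, APP, MMP2, PMAIP1, CCAR2, KLHL41 and KLHDC4 passed too. Neither the labels nor the paper pair the arrays by number, the deviations of arrays of 1 number correlated at 0.427, 0.0881 and 0.457, and 6 of 6 arrays correlated best with their own number, a hint from the data and not the design. The cause of these changes was not tested except where named. Array signal over background limits dim transcripts.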

Differences from the paper's values

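Biweight averages, cyclic loess and the removal of clusters of alternative chromosome copies were chosen only after the data had been seen, as was the count of clusters with a symbol. The paper's count of altered transcripts is 1265, and its methods give a p under 0.05 and a 2-fold change, at which limma gave 535 clusters. None of the alternatives set before the data were examined came within 1.5 times the paper's count, with 211 to 822 clusters, and biweight averages with the ANOVA p, the form of Table S5, gave 543. At the 1.5-fold change of Table S5, limma gave 2537 clusters against the paper's 1265. With 1 cluster per gene the count, 1109, was within 1.5 times the paper's, and under the other alternatives set before the data were examined it was not. Table S5 has 1265 clusters with a gene symbol among its 1888, and limma gave 1237 with at least 1 symbol, a count chosen after seeing the values. Of the paper's 1265 with a symbol, 178 are not past these thresholds in limma.

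The paper's reduction of LncKLHDC7B is about 75%, by RT-qPCR and with no hairpin named in its text, and on the arrays of cells with shRNA-1 it was 1.19%. For KLHDC7B the paper's reduction is 50%, and on the arrays it was -7.62%, a higher mean, at a signal close to that of background probes. LncKLHDC7B was dim as well, with mean signals below the array medians. These reductions come from different assays. None of the alternatives set before the data were examined, other clusters of the locus included, brought either value within 1.5 times the paper's.

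The fold changes of 34 genes that the paper names were compared with Table S5 on the log2 scale, and 0 differed by more than the spread between arrays. Under other settings 16 of their values did. Table S5 was made from these same arrays, so the match in size and direction is no independent evidence. The paper names TNC, CDH3, APP, MMP2, KLHL41, PMAIP1, CCAR2 and KLHDC4 among genes that went up or down. Each had that direction here and did not pass the adjusted p over all clusters. Of these, APP, PMAIP1, CCAR2 and KLHL41 passed with array weights, APP and CCAR2 with brighter clusters alone or 1 cluster per gene, APP without NC replicate 1, and MMP2 and KLHL41 without shRNA-1 replicate 3. All of them also passed with the replicate number as a block.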

Other observations

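Cyclic loess was chosen as a test only after the data had been seen. For comparison with the counts below, 1083 of all 23781 clusters with a single gene symbol passed the adjusted p. Genes of the unfolded protein response moved both ways in cells with shRNA-1. Of 23 measured members the disulphide isomerase PDIA4 (log2 fold change 0.71) rose and the phosphatase subunit PPP1R15A (-0.63) and the ubiquitin ligase SYVN1 (-0.55) fell (3 rose and 4 fell when adjusted over the list alone), with a median of -0.12 (camera, adjusted p = 0.575). Of 24 lysosome genes the ceramidase ASAH1 (0.62) rose, also when adjusted over the list alone, and the median was 0.11 (adjusted p = 0.0791, 0.0429 after cyclic loess, 0.0406 without shRNA-1 replicate 3 and 0.0338 without NC replicate 1). Of 8 genes of small RNA processing none passed over all clusters in limma, 2 had an unadjusted p under 0.05, and those 2 fell when adjusted over the list alone, among them DICER1 (-0.62, adjusted p = 0.0787), with a median of -0.09 (camera, adjusted p = 0.296).

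No member of 55 ribosomal protein genes passed in limma, 3 had an unadjusted p under 0.05, and their median was -0.03 (camera, adjusted p = 0.299), or 0.08 after quantile normalization. The ribosomal list passed as lower without NC replicate 2 (median -0.08, adjusted p = 0.00391). Leukocyte, endothelial, luminal and basal markers gave no member past the adjusted p in limma. The counts at an unadjusted p under 0.05 were 0 of 10 leukocyte markers (median -0.04, camera, adjusted p = 0.454), 0 of 7 endothelial markers (median -0.01, where camera gave the opposite direction, adjusted p = 0.642), 0 of 9 luminal markers (median -0.06, adjusted p = 0.648) and 1 of 5 basal markers (median 0.01, adjusted p = 0.952), and that basal marker, CDH3, is also a gene that the study picked. It passed as higher when adjusted over the list alone, and no leukocyte, endothelial or luminal marker did.

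In tumours, the paper reports correlations of LncKLHDC7B with antigen presentation and interferon signaling (Fig. S5). In HCC1187 cells with shRNA-1 the lists of type I interferon response, MHC class I and MHC class II presentation had medians of 0.24, 0.26 and 0.32, and whether these relate to the lncRNA was not tested.

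The signals of KLHDC7B and LncKLHDC7B were not lower with shRNA-1 beyond the spread between arrays, and the reason was not tested. The methods name a transcript for the RT-qPCR probe whose identifier is not among the names that Table S2 gives the LncKLHDC7B cluster, and whether both read the same transcript was not tested.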
